# Differential gene expression analysis identified determinants of cell fate plasticity during radiation-induced regeneration in *Drosophila*

**DOI:** 10.1371/journal.pgen.1009989

**Published:** 2022-01-06

**Authors:** Michelle Ledru, Caitlin A. Clark, Jeremy Brown, Shilpi Verghese, Sarah Ferrara, Andrew Goodspeed, Tin Tin Su

## Abstract

Ionizing radiation (IR) is used to treat half of all cancer patients because of its ability to kill cells. IR, however, can induce stem cell-like properties in non-stem cancer cells, potentiating tumor regrowth and reduced therapeutic success. We identified previously a subpopulation of cells in *Drosophila* larval wing discs that exhibit IR-induced stem cell-like properties. These cells reside in the future wing hinge, are resistant to IR-induced apoptosis, and are capable of translocating, changing fate, and participating in regenerating the pouch that suffers more IR-induced apoptosis. We used here a combination of lineage tracing, FACS-sorting of cells that change fate, genome-wide RNAseq, and functional testing of 42 genes, to identify two key changes that are required cell-autonomously for IR-induced hinge-to-pouch fate change: (1) repression of hinge determinants Wg (*Drosophila* Wnt1) and conserved zinc-finger transcription factor Zfh2 and (2) upregulation of three ribosome biogenesis factors. Additional data indicate a role for Myc, a transcriptional activator of ribosome biogenesis genes, in the process. These results provide a molecular understanding of IR-induced cell fate plasticity that may be leveraged to improve radiation therapy.

## Author summary

Ionizing radiation (IR) is used to treat half of all cancer patients because of its ability to kill cells but treatment failures are common because tumors grow back (regenerate). Here, we asked which changes in the properties of cells facilitate regeneration in *Drosophila* (fruit flies) after exposure to radiation. We identified six genes whose products increase or decrease the regenerative potential of cells. These results help us understand how tissues regenerate after IR damage and will aid in designing better therapies that involve radiation.

## Introduction

More than half of cancer patients receive ionizing radiation (IR), alone or as a component of their treatment (www.cancer.org). IR induces DNA damage to kill cells. Surviving cancer cells could, however, regenerate the tumor, leading to treatment failure. Regeneration of tumors is attributed to cancer cells with stem cell-like properties [1,2]. These cells, distinguished by cancer type-specific markers such as CD44 and ALDH for Head and Neck Squamous Cell Carcinoma, survive treatment and show elevated capacity to initiate tumors compared to their counterparts that lack the markers [3,4]. Identifying and eliminating cancer stem-like cells is a goal for improved therapy. A body of literature shows that the proportion of cancer cells with stem cell markers increases after treatment [5], and that in some cases, the treatment itself such as IR is found to induce stemness [6–9]. There is also evidence for non-stem cells acquiring stem cell-like properties in the context of regeneration of normal tissues after radiation damage. In irradiated mouse intestine, Paneth cells de-differentiate to populate the stem cell compartment [10]; forced activation of Notch signaling recapitulates this process in the absence of irradiation. In irradiated mouse salivary glands, acinar and duct cells adopt plasticity to regenerate acinar cells [11]. Thus, there is mounting evidence that IR can induce cell fate plasticity, but the mechanisms remain to be fully understood.

Regeneration of *Drosophila* larval organs called imaginal discs occurs without a dedicated stem cell pool. We identified a previously unknown mode of regeneration in *Drosophila* larval wing discs whereby epithelial cells acquire stem cell-like properties after irradiation [12–14]. These properties include the ability to change cell fate and translocate to areas of the disc with greater need for cell replenishment. The ability to behave like stem cells, we found, is induced by IR and is limited to a specific subset of cells within the wing disc, those of the future hinge that connects the wing blade to the body.

The hinge region of the wing disc displays unique features. It experiences a combination of high Wingless (Wg, *Drosophila* Wnt1) and Stat92E (*Drosophila* STAT3/5) signals, which act together to promote the growth and differentiation of the region during normal development into a structure that connects the wing blade to the body wall in the adult [14]. In the larval wing disc, hinge cells show different cytoskeletal and extracellular matrix organization than the rest of the disc and are highly tumorigenic; they undergo neoplastic transformation under conditions that have little effect on the rest of the wing disc such as mutations in tumor suppressors *lgl* and *scrib*, leading to the hinge being called a ‘tumor hotspot’ [15]. When the adjacent pouch region is genetically ablated by localized ectopic expression of pro-apoptotic genes, the cells of the hinge change fate to regenerate the pouch [16]. We have shown that hinge cells are resistant to IR-induced apoptosis and that this protection depends on Wg and Stat92E [14]. Importantly, irradiated hinge cells lose the hinge fate as seen by the loss of expression of hinge markers, gain pouch fate as seen by the gain of expression of a pouch marker, translocate to the pouch and help regenerate the latter. Candidate testing identified apoptotic caspases and cytoskeletal proteins as important for hinge-to-pouch conversion [12,17], but we lack a comprehensive understanding of this fate change process.

Here, we performed a genome-wide analysis of gene expression changes during regeneration of the *Drosophila* larval wing disc. By dissociating the discs into single cells and using Fluorescence-Activated Cell Sorting (FACS) we monitored the hinge versus the rest of the disc, to identify genes that are differentially expressed in the two cell populations during regeneration and fate change. Functional testing of 42 candidate regulators identified six genes whose experimental manipulation compromised hinge-to-pouch conversion. These six genes encode hinge determinants (Zfh2 and Wg) or ribosome biogenesis factors (RpI135, Rs1, Tsr1 and Myc), suggesting that cell fate plasticity during regeneration in irradiated wing discs requires downregulation of transcripts for hinge determinants and concomitant upregulation of translation capacity. These results illustrate that cell fate change requires much more than simply transcribing genes for the new fate; suppression of old fate determinants and post-transcriptional mechanisms that generate new fate determinants appear equally important.

## Results

### Characterization of hinge-specific 30A-GAL4 driver

To lineage-trace hinge cells, we used a hinge-specific 30A-GAL4 driver, whose expression is entirely within the hinge region as defined by antibody staining for the hinge determinant Zfh2 [12]. We mapped 30A-GAL4 by plasmid rescue to 21E2, at genomic location 2L:685363. 685363[+] (Release 5.28 of *D*. *melanogaster* genome), within an intron of the *dachsous* gene that encodes a member of the cadherin family ([18] gene nomenclature follows FlyBase). *ds* is expressed more broadly in the wing disc than 30A-GAL4 [18], suggesting that 30A recapitulates only a subset of ds expression. More important, expression of the dual-color G-trace reporter in which RFP is the real-time maker and GFP is the lineage tracer [19] showed that cell fates are stable in the 30A-GAL4 domain as indicated by RFP/GFP overlap ([12–14]; reproduced in Fig 1B and 1B’). After irradiation, however, some hinge cells marked with GFP lose hinge-specific 30A-GAL4 activity (become RFP^-^) and translocate to the pouch region ([12–14]; Fig 1F and 1F’ arrows). We interpret RFP^+^GFP^+^ cells as those in the hinge and RFP^-^GFP^+^ cells as those that originated in the hinge but lost the hinge identity.

**Fig 1:**
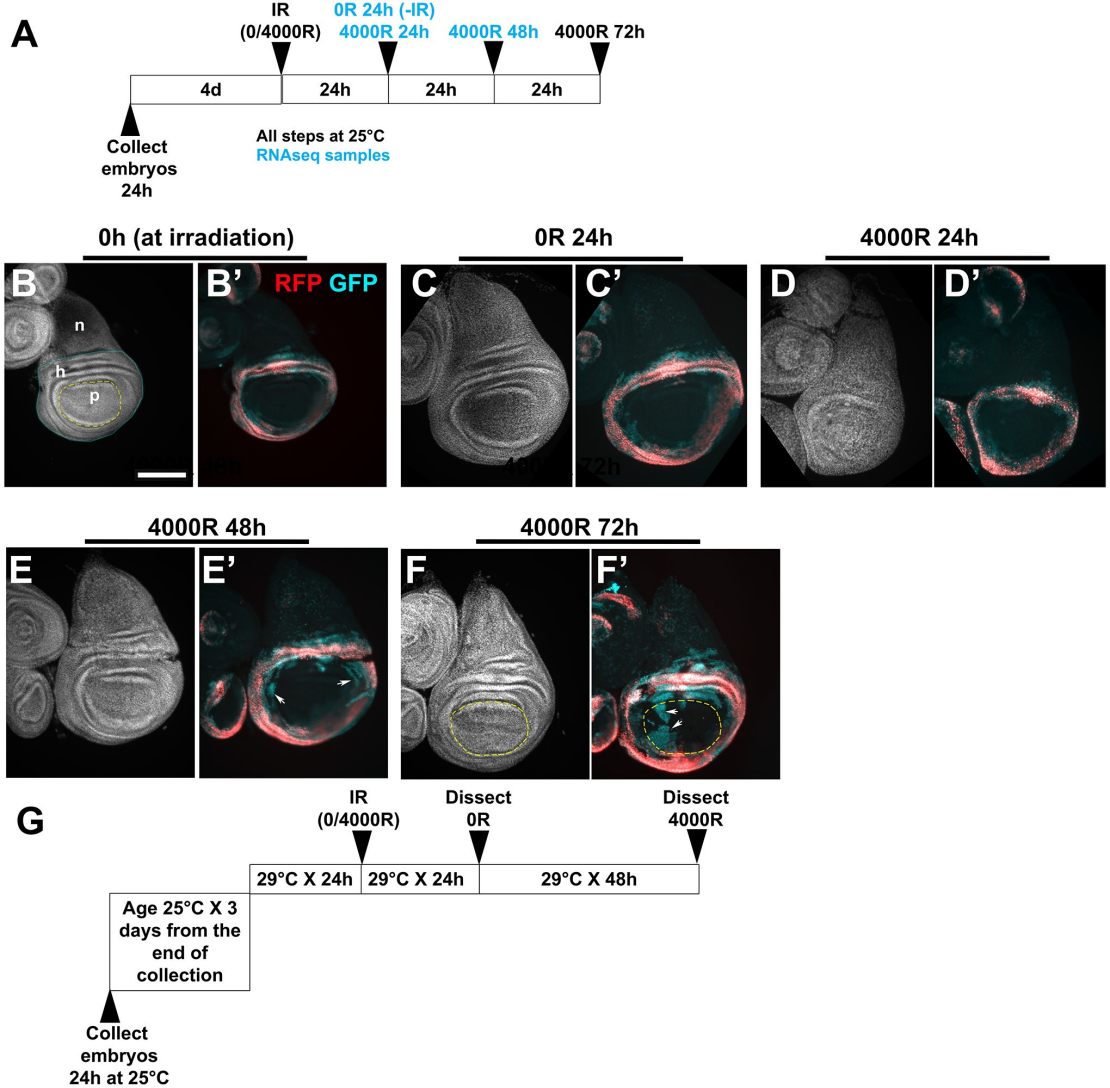
Lineage tracing to monitor cell fate changes after irradiation. Larvae expressing G-trace under the control of 30A-GAL4 were irradiated with 0 or 4000R of X-rays. The discs were dissected at various times shown after irradiation, fixed, stained for DNA and imaged for DNA, RFP and GFP. The larvae were of the genotype w^1118^/+ or Y; 30A-GAL4>UAS-G-trace/+ produced by a cross between w^1118^ and 30A-GAL4>UAS-G-trace/SM5 and sorted for RFP/GFP. Scale bar = 100 microns. (A) The protocol used to generate the samples for RNAseq. (B-F) Representative discs from various time points. (B-B’) show discs at the time of irradiation. Note the overlap of RFP and GFP, indicating little fate plasticity, and the absence of GFP^+^ cells in the pouch within the yellow line in B. DNA images are used to discern the different regions of the disc; n = notum, h = hinge, p = pouch. (C-C’) show an unirradiated disc at 24h after mock irradiation, the time point for -IR RNAseq samples. (D-D’) show an irradiated disc at 24h after IR, showing little fate change. The IR+24h RNAseq samples were from such discs. (E-E’) show an irradiated disc at 48h after IR, showing the first indications of fate change as seen by RFP^-^GFP^+^ cells (arrows). Similar results are seen also in larvae that were irradiated 3 days from the end of egg collection. The IR+48h RNAseq samples included larvae irradiated 3 or 4 days from the end of egg collection. (F-F’) show an example of a disc with fate change as indicated by RFP^-^GFP^+^ cells (arrows) in the pouch (yellow circle). Such fate change was seen at the IR+72h time point when larvae were irradiated 3d (shown here) or 4d from the end of egg collection [14]. (G) The temperature shift and irradiation protocol used in the functional tests. The temperature shift inactivates GAL80^ts^ that was present in the crosses for the functional tests.

We have shown previously that fate change and translocation commence at about 48h after exposure to 4000R of X-rays [14]. We reproduce this result here. RFP^-^GFP^+^ cells are scarce at 24h after irradiation (Fig 1D’) but appear by 48h after irradiation (Fig 1E’ arrows). Fate change is maximal at 72h after irradiation such that RFP^-^GFP^+^ cells are found in the pouch (Fig 1F’ arrows; yellow line indicates the pouch). We lose the larvae to pupariation at later times after IR. This schedule of hinge-to-pouch conversion was observed whether we irradiated larvae 3 days from the end of egg collection [13] or 4 days from the end of egg collection [14]. We showed previously that RFP^-^GFP^+^ cells in the pouch have not only lost the hinge fate (became RFP^-^) but also have acquired the pouch fate as detected by VgE-lacZ expression [12]. To understand the molecular changes that regulate fate change and translocation, we analyzed gene expression at 24 and 48h after irradiation and at 24h without irradiation. These earlier time points, we reasoned, are more likely to capture changes that cause fate change/translocation by 72h after IR. The 72h time point was used in functional testing of candidate regulators of fate change described later, with a temperature shift in the protocol to activate GAL4 conditionally (Fig 1G).

### IR-induced gene expression changes in the hinge versus the rest of the disc

To capture IR-induced gene expression changes specifically in the hinge, the discs were dissociated into single cells and sorted into RFP^+^GFP^+^ (hinge) and RFP^-^GFP^-^ pools (FACS profile in S1 Fig). The latter group would include cells of the pouch and the notum. We detected RFP^-^GFP^+^ cells as well, but these were not included in the analysis for two reasons. First, we reasoned that they have already changed fate and therefore were beyond the state of interest. Second, there were too few RFP^-^GFP^+^ cells at the time points of interest, 24 and 48h after IR, for meaningful analysis. Thus, we compared 6 samples: RFP^+^GFP^+^ (POS or pos) and RFP^-^GFP^-^ (NEG or neg) for each of the three time points, -IR, IR+24h and IR+48h. Each sample was acquired in duplicate to achieve two biological replicates of the whole experiment.

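Cells were sorted from wing discs of Drosophila larvae that carry G-trace, a lineage reporter in which RFP marks current and GFP marks past activity of the driver. POS cells (RFP+GFP+) come from the hinge and NEG cells (RFP-GFP-) from the rest of the disc. Larvae were irradiated with 4000 R and sorted 24 or 48 h later, or mock-irradiated and sorted after 24 h (-IR). There were no -IR libraries at 48 h. Changes at IR+48h, and their differences between POS and NEG, can therefore include further development as well as IR. The paper adds that the IR+48h samples included larvae irradiated at different ages. The 6 groups have 2 libraries each, 12 in all, which the authors made by capture of poly-A mRNA from discs pooled over several crosses and sorts. They trimmed the reads, aligned and counted them with STAR against Ensembl's annotation, and deposited the counts per gene without normalization. The table lists 17753 genes, of which 15643 had at least 1 count. It holds 0 entries for the ERCC spike-ins that the authors added, so scaling to spike-ins was not possible here. Total counts were 4211088 and 15010788 in NEG -IR, 11560273 and 16578622 in POS -IR, 12952142 and 14697067 in NEG IR+24h, 13067894 and 15175388 in POS IR+24h, 18397158 and 14886848 in NEG IR+48h, and 19940040 and 14991652 in POS IR+48h, with a median of 14939250. A floor of 3 counts corresponds to 0.712 CPM in the shallowest library, NEG -IR replicate 1, and to 0.150 CPM in the deepest. Floors cover counting error only. Counts were normalized by edgeR's TMM method, and CPM values of single genes use these scaled library sizes. A quasi-likelihood model with 6 group means was fitted to all 12 libraries for the 10617 genes kept by filterByExpr. Its biological coefficient of variation was 0.303. Adjusted p-values are two-sided and corrected over all genes tested, with a threshold of 0.05. The paper describes the duplicates as replicates of the whole experiment. Across the 10617 genes, which are not independent replicates, the deviations of same-numbered POS and NEG libraries from their group means correlated at 0.471 without IR, 0.110 at IR+24h and 0.162 at IR+48h. Results are therefore also given from a fit with the replicate number as a block. That block is 1 term shared by all time points, so it does not model pairing of POS and NEG within a single time point. Deviations of same-numbered -IR and IR+24h libraries correlated at -0.216 in POS and -0.135 in NEG. Contrasts between these time points are therefore also given with the IR+24h numbers crossed in the replicate block, an alternative chosen after the data were seen. Matching the numbers by these deviations tends by itself to lower the residual spread, and with it the p-values. Gene positions are from the BDGP6.54 annotation of the Release 6 genome.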

To assess the accuracy of cell sorting procedures, genes known to be differentially expressed in the hinge (8 genes), the pouch (9 genes) or the notum (10 genes) were identified from the literature [20–31], and their basal (-IR) expression was compared between POS and NEG samples (Fig 2A). POS cells showed higher expression of hinge-expressed genes such as *zfh2* (log_2_ = 3.3) [31], *upd1* (log_2_ = 3.6) [26], and *Sox15* (log_2_ = 4.1)[23]. 

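Without IR, the log2 fold change of POS over NEG was 3.30 for zfh2 (FBgn0004607, chromosome 4, 501810 to 540874), with a standard error of 0.265 and an adjusted p of 8.86e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of its exon bases, 18.7% overlap the gene Tdg on the opposite strand, and the strand used in counting is not stated. The cytokine gene upd1 (FBgn0004956, chromosome X, 18305354 to 18309291) averaged 20.0 ± 11.0 CPM in POS and 2.00 ± 1.28 CPM in NEG (SD, n = 2). Its log2 fold change was 3.53 (standard error 0.568, edgeR adjusted p = 0.00884). Sox15 (FBgn0005613, chromosome 2R, 14201390 to 14212413) averaged 664 ± 12.2 CPM in POS and 53.8 ± 31.4 CPM in NEG (SD, n = 2), a log2 fold change of 3.66. The standard error was 0.329 and the edgeR adjusted p 2.21e-04. Each of the 3 genes was higher in POS in all 4 pairs of 1 POS and 1 NEG library. With the replicate number as a block, the edgeR adjusted p was 1.97e-04 for zfh2, 0.0144 for upd1 and 5.42e-04 for Sox15. The alternative that moved these results most was a fit to the 4 -IR libraries alone, where the edgeR adjusted p was 0.0270 for zfh2, 0.259 for upd1 and 0.0277 for Sox15. With limma voom, the adjusted p of upd1 was 0.0537.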

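The gene ds (FBgn0284247, chromosome 2L, 640013 to 714983) averaged 2467 ± 587 CPM in POS -IR and 699 ± 64.9 CPM in NEG -IR (SD, n = 2). The log2 fold change of POS over NEG was 1.82, with a standard error of 0.182 and an edgeR adjusted p of 5.17e-04, or 7.18e-04 with the replicate number as a block. ds was higher in POS in all 4 pairs of libraries. Fitted to the 4 -IR libraries alone, its edgeR adjusted p was 0.0629.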

Expression of *ds*, whose sequences drive G-trace, was also ~3 fold higher (log_2_ = 1.8) in the POS cells than in NEG cells. Conversely, NEG cells, which would include both the pouch and the notum, showed higher levels of transcripts known to be primarily or exclusively expressed in the notum such as zfh1 (log_2_ = 4.9), pnr (log_2_ = 2.2), and tup (log_2_ = 1.8) and the pouch such as ana (log_2_ = 2.9), cyp310a1 (log_2_ = 1.6), dve (log_2_ = 1.4) and vg (log_2_ = 1.2) [20,21]. 

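Among the notum genes, zfh1 (FBgn0004606, chromosome 3R, 30765926 to 30789202) averaged 312 ± 266 CPM in NEG and 10.3 ± 9.19 CPM in POS without IR (SD, n = 2). The counts of the NEG replicates were 513 and 6881. Its log2 fold change of POS over NEG was -4.91 (standard error 0.772, edgeR adjusted p = 0.00777). For pnr (FBgn0003117, chromosome 3R, 16026079 to 16041796), the log2 fold change was -2.30 (standard error 0.527, edgeR adjusted p = 0.0422). tup (FBgn0003896, chromosome 2L, 18859507 to 18881261) had a log2 fold change of -2.14 (standard error 0.532) and did not pass the threshold, with an edgeR adjusted p of 0.0585. Among the pouch genes, ana (FBgn0011746, chromosome 2R, 9062295 to 9077554) had a log2 fold change of -2.64 (standard error 0.628, edgeR adjusted p = 0.0492), and Cyp310a1 (FBgn0032693, chromosome 2L, 18651058 to 18653010) one of -2.10 (standard error 0.449, edgeR adjusted p = 0.0315). The CPM of dve (FBgn0020307, chromosome 2R, 22243963 to 22286469) was 111 ± 2.58 in NEG and 44.4 ± 19.9 in POS (SD, n = 2), a log2 fold change of -1.32 (standard error 0.297). That of vg (FBgn0003975, chromosome 2R, 12884201 to 12899385) was 441 ± 111 in NEG and 194 ± 52.6 in POS (SD, n = 2), a log2 fold change of -1.18 (standard error 0.205). Their edgeR adjusted p-values were 0.0393 and 0.0126. All 7 genes were lower in POS in all 4 pairs of libraries. In the fit with the replicate block, zfh1 (0.00702), Cyp310a1 (0.0237), dve (0.0429) and vg (0.00908) kept an edgeR adjusted p under the threshold, while pnr (0.0564), tup (0.0741) and ana (0.0610) did not. tup passed with DESeq2 (adjusted p = 0.00282) and with a correction for gene length (0.0297). limma voom left pnr (0.0516) and Cyp310a1 (0.0964) above the threshold. Restricting the test to genes with at least 1 CPM in all 12 libraries did so for pnr (0.0520), ana (0.0650) and dve (0.0620). In the fit of the -IR libraries alone, none of the 7 passed, with edgeR adjusted p-values from 0.151 for zfh1 to 0.617 for tup.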

We note that zfh1 is not expressed in the disc proper but in muscle precursors that are associated with the notum [32]. Gene set enrichment analysis [33] showed statistically significant enrichment of hinge gene expression in POS cells and enrichment of notum and pouch gene expression in NEG cells (Fig 2B, top three rows). 

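Of the 27 genes listed in Fig 2A, 24 differed between POS and NEG in the listed direction without IR, 21 of them in all 4 pairs of libraries. With edgeR, 14 passed the threshold adjusted over all genes tested, and 20 passed when the adjustment covered the 27 genes alone. With the replicate block 12 passed over all genes: elB was gained (0.0413, against 0.110 without the block), and nab (0.0626 against 0.0479), pnr (0.0564) and ana (0.0610) were lost. The log2 fold changes ran from -5.96 for Him in the notum list to 3.66 for Sox15 in the hinge list. The exceptions were magu (-0.17) and Socs36E (-0.02) in the hinge list and CG17278 (0.39) in the pouch list. Socs36E turned positive with library size alone (0.08), and magu, of whose exon bases 10.2% overlap PIG-N on the opposite strand, did so with limma voom on library sizes alone (0.09), an alternative chosen after the data were seen. Each set was also tested as a whole with fgsea, which ranks the genes by log2 fold change and permutes genes, with p adjusted over the 5 sets of Fig 2B. The shift of a set is the median log2 fold change of its genes minus that of all genes tested, and its SD combines the spread between replicates in both groups (n = 2 each). The 8 hinge genes were shifted by 1.67 ± 0.181 toward POS, with a normalized enrichment score of 1.70 and an adjusted p of 0.00509 from fgsea's permutation of genes; 6 of them were higher in POS and 4 passed the threshold of the gene test. The 10 notum genes, all lower in POS and 6 past the threshold, had a shift of -3.40 ± 0.572, a score of -2.08 and an adjusted p of 2.12e-06. They include zfh1, which the paper places in muscle precursors and not in the disc proper. The shift of this list is therefore no measure of the notum epithelium alone. For the 9 pouch genes, 8 lower in POS and 4 past the threshold, the shift was -0.94 ± 0.703, the score -1.61 and the adjusted p 0.0302. In pairs of single libraries each set was measured by a score per library, the median of its genes, each relative to its mean over the 12 libraries, minus that of all genes. The differences of the scores had the sign of the shift in all 4 pairs for the 3 sets. They ran from 1.12 to 1.44 for the hinge, from -3.59 to -2.60 for the notum and from -1.62 to -0.26 for the pouch. With the replicate block, the shifts were 1.63, -3.43 and -0.96, with adjusted p-values of 0.00472, 6.42e-06 and 0.0225 by permutation. Without a filter on low counts, the adjusted p was 0.0814 for the hinge set and the pouch set alike, and limma's camera, which allows for correlation between genes, gave 0.0607 for the pouch set.

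**Figure D1:**
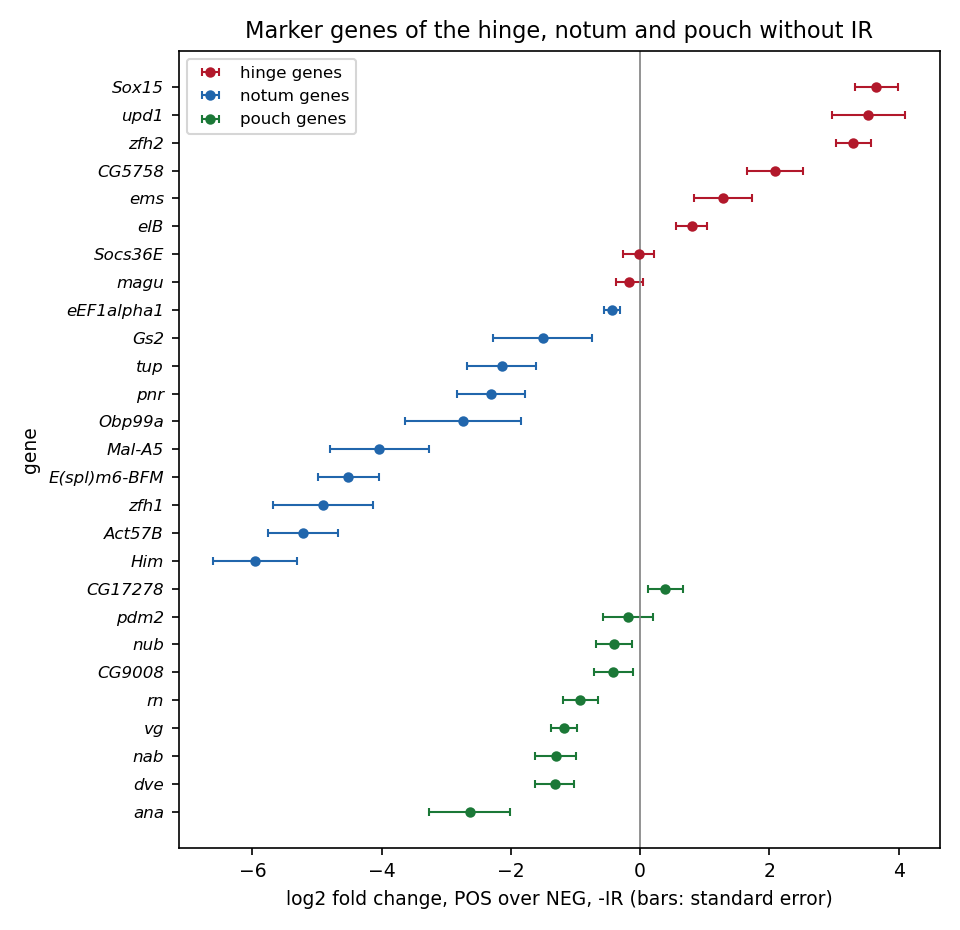
Log2 fold change of POS over NEG without IR for the 27 genes of Fig 2A (points, colored by region; bars, standard error; 2 libraries per group). The 10 notum genes and 8 of the 9 pouch genes lie below 0, and 6 of the 8 hinge genes lie above 0.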

One representative example each of a gene differentially expressed in POS (*zfh2*) or NEG cells (*pnr*) is shown in Fig 2C and 2D.

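The pair of POS -IR libraries held 1878 and 3352 CPM of zfh2, against 296 and 235 CPM in NEG -IR, from 22998 and 54025 counts in POS and 1225 and 3235 counts in NEG. Those of pnr held 15.7 and 12.1 CPM in NEG -IR and 2.29 and 3.29 CPM in POS -IR, from 65 and 167 counts in NEG and 28 and 53 counts in POS. The lowest of these CPM values was above the floor of its library. For both genes, the difference between POS and NEG was larger than the spread between replicates, which was ± 1042 CPM in POS and ± 43.4 CPM in NEG for zfh2 and ± 2.54 CPM in NEG and ± 0.708 CPM in POS for pnr (SD, n = 2).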

**Fig 2:**
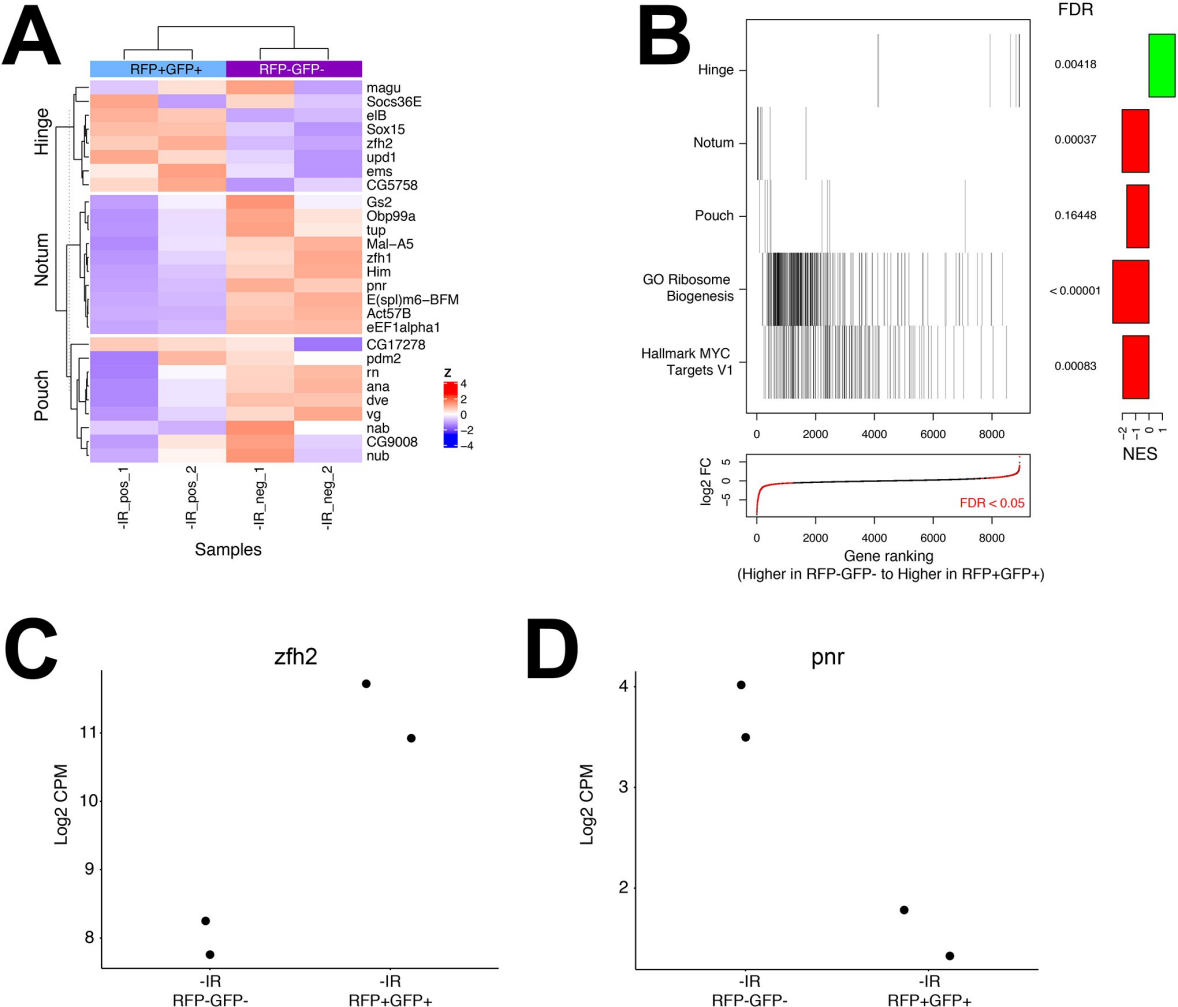
Differential gene expression in POS/pos (RFP^+^GFP^+^) versus NEG/neg (RFP^-^GFP^-^) cells without irradiation. FlyBase nomenclature for gene names is used throughout the manuscript (https://flybase.org). (A) The heatmap shows the expression in POS and NEG cells of genes that are known from the literature to show elevated expression in the hinge, notum, or pouch. (B) Aggregate gene set enrichment scores of the indicated gene sets. Each tick mark represents a gene in the pathway. The barplot shows the normalized enrichment scores (NES, the degree to which a gene set is overrepresented, normalized for gene set size) and p-values adjusted for False Discovery Rate (FDR, estimated probability that a gene set with a given NES represents a false positive finding). See www.gsea-msigdb.org for further definitions. The plot at the bottom shows the fold-changes of genes when comparing POS versus NEG samples in the same order as the pathway data above. Significant (FDR<0.05) genes are highlighted in red. (C-D) The expression in counts per million (CPM) in POS and NEG cells of zfh2 and pnr, representative transcripts with high expression in the hinge and the notum, respectively. Pairs of dots represent data from two biological replicates.

As described above, the hinge region of the wing disc differs from the rest of the disc in terms of cellular architecture and regenerative potential [14,15]. To identify additional differences, we asked what functional groups show differential expression between the hinge and the pouch/notum. 

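Between POS and NEG without IR, 284 of the 10617 genes tested passed the threshold with edgeR, 97 higher and 187 lower in POS. All 284 had the same direction in the 4 pairs of libraries, and 194 also had an absolute log2 fold change above 1. With the replicate number as a block, 258 genes passed, 95 higher and 163 lower. The split depended on the scaling: with library size alone in place of TMM, 153 genes were higher and 133 lower in POS, and the median log2 fold change of all genes moved from 0.01 to 0.12. A fit to the 4 -IR libraries alone gave 20 genes. A filter requiring 1 CPM in all 12 libraries gave 94 higher and 102 lower, and no filter gave 393 higher and 358 lower.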

To our surprise, genes involved in ribosome biogenesis were among the most significant pathways (Fig 2B, 4^th^ row from the top). These are expressed at lower levels in POS cells compared to the NEG cells. 

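The set tested here is the list of genes that S2 Table gives for Fig 5, all of which were among the genes tested. Without IR, their shift between POS and NEG was -0.49 ± 0.201 on the log2 scale (SD, n = 2 per group), with 233 of its genes lower in POS and 28 higher. The normalized enrichment score was -2.40, with an adjusted p of 6.68e-18 by fgsea's permutation of genes. In the 4 pairs of libraries the difference of the set's scores ran from -0.65 to -0.27, below 0 in each. Singly, 27 of the genes passed the threshold, all lower in POS. With the replicate block the shift was -0.49 and the permutation p 3.26e-18. Because genes of one pathway vary together, limma's camera and fry were also run. They gave adjusted p-values of 0.0607 and 0.00495, so that the set did not pass with camera. The 79 ribosomal protein genes (-0.47) and the 182 other genes (-0.54) were shifted alike.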

A key transcriptional regulator of ribosome biogenesis is the proto-oncogene *myc* [34–36]. 

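Targets of the transcription factor Myc were taken from the list that S2 Table gives for Fig 6, all of which were tested. Their shift between POS and NEG without IR was -0.28 ± 0.0853 (log2, SD, n = 2 per group). Of the genes, 139 were lower in POS, 11 of them past the threshold, and 25 were higher. The normalized enrichment score was -1.81 (fgsea permutation of genes, adjusted p = 3.39e-05). The difference of the set's scores was below 0 in all 4 pairs of libraries, from -0.34 to -0.17. In the fit with the replicate block it was -0.28, with a permutation p of 1.53e-05. camera gave an adjusted p of 0.0607, above the threshold, and fry 0.00235. Without the genes also listed for ribosome biogenesis, the remaining 142 targets were shifted by -0.23, with a permutation p of 0.00321.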

Consistent with this, transcriptional targets of Myc are expressed at significantly lower levels in POS cells compared to the NEG cells (Fig 2B, bottom row).

### Gene expression changes following irradiation in POS and NEG cells

We have shown before that the hinge and the rest of the disc show similar incidence of cells in S and M phases without IR; that is, there are no inherent differences in cell proliferation between these disc regions [14]. Likewise, the hinge and the rest of the disc suffer a similar level of DNA damage after irradiation as detected by γ-H2Av (*Drosophila* γ-H2Ax) staining and show similar kinetics of DNA repair as seen by a time course of disappearance of γ-H2Av [14]. We published IR-induced genome-wide gene expression changes in the whole wing disc and identified changes in genes with roles in DNA damage responses such as DNA repair [37]. We expect these changes to be shared by cells in different parts of the wing disc. The present study is focused not on shared DNA damage responses, which typically occur within 24h after irradiation, but on cell fate changes that occur at later times. Specifically, we are interested in differences in the IR-induced behavior between the hinge and the rest of the disc. To this end, we performed a time course analysis using maSigPro to determine genes whose expression differs between POS and NEG cells following irradiation [38]. This analysis identified 821 genes significantly different across the time course (S1 Table). 

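maSigPro fits each gene's expression over time with separate curves for POS and NEG and keeps a gene when the fit is good and a POS term remains. Its 2-step regression was written out from the package's definition. It ran on CPM scaled by library size alone, with time 0, 24 and 48 h, degree 2 in time and a negative binomial family with theta 10. The 8940 genes with a mean CPM above 1 were tested. Before the filter on fit, 3200 genes had an adjusted p under 0.05. With R squared of at least 0.80 and a POS term kept, 821 genes remained, and they are the 821 genes of S1 Table. A POS term can stand for a constant difference between POS and NEG or for one that changes with time. A term for POS by time was kept for 417 of the 821 genes (50.8%), and 404 had none. Other settings of the regression gave 1670 genes at an R squared of at least 0.60 and 220 with a straight line in time. In the edgeR fit, an F test of whether the IR change differs between POS and NEG at either time point gave 2 genes past the threshold, against 219 with an unadjusted p under 0.05. The single contrasts gave 0 genes at IR+24h, where 353 had an unadjusted p under 0.05, and 2 at IR+48h. The replicate block gave 1 gene at IR+24h and 2 at IR+48h, and crossing the IR+24h numbers gave 0 and 11. On simulated counts with 200 changed genes among 8940, the regression selected 161 unchanged genes, 47.5% of its selection. This share depends on how many changed genes were put in, so it does not give the share of false ones among the 821. The simulation also used 1 dispersion for all genes, below the common dispersion of 0.0917 in the edgeR fit. An F test of any difference between POS and NEG at the 3 time points gave 291 genes, of which 208 are in S1 Table.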

Gene clustering identified 7 clusters with similar expression patterns (Figs 3A and S2).

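In S1 Table the clusters hold 141, 193, 79, 59, 206, 81 and 62 genes, in the order of their numbers. A term for POS by time was kept for 99, 98, 25, 41, 80, 43 and 31 of them. The share was highest in Cluster 1, at 70.2%, and lowest in Cluster 3, at 31.6%. In Cluster 2 it was 50.8%.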

**Fig 3:**
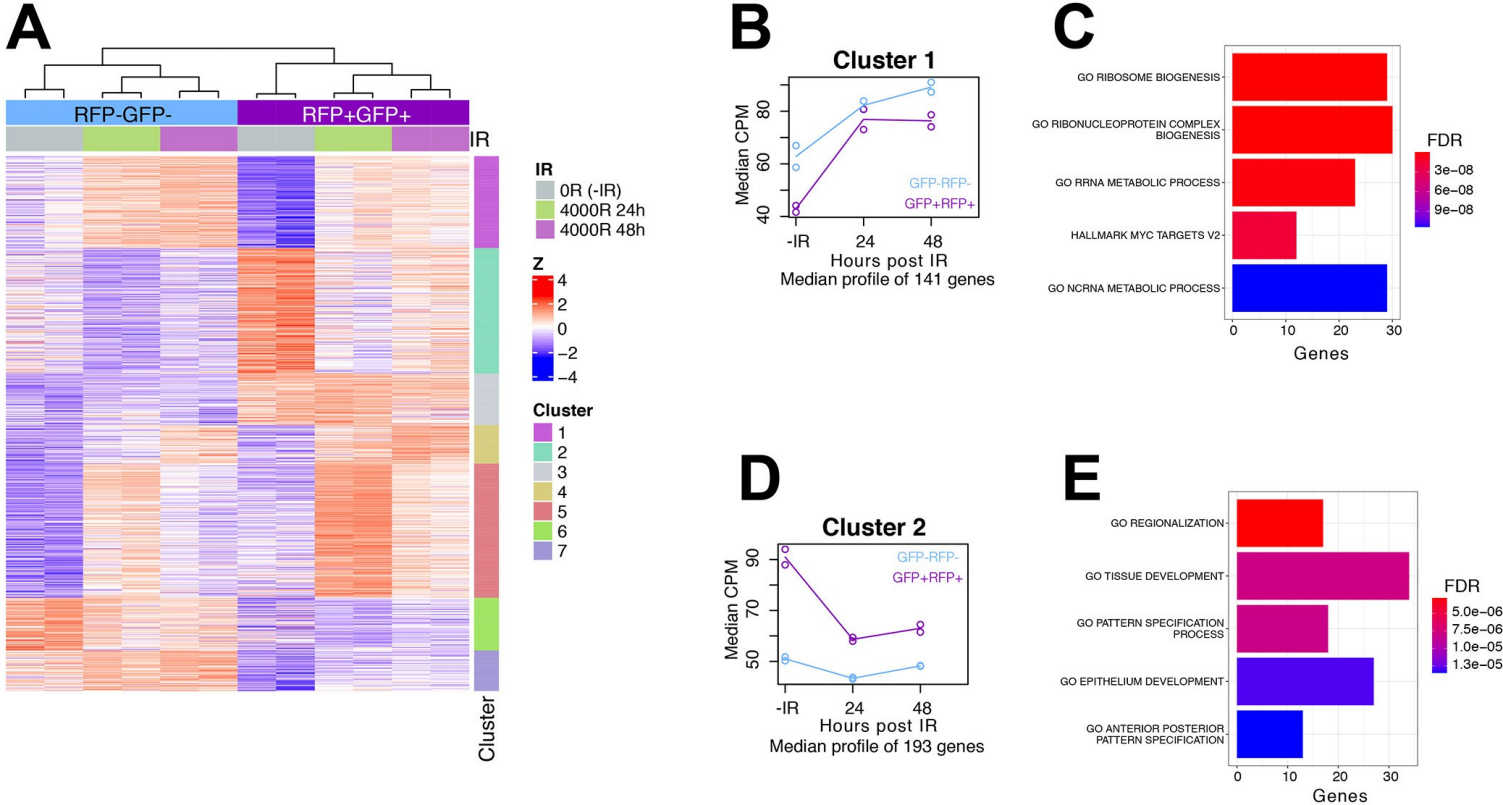
Time series and ORA analysis. (A) Heatmap of 821 significant genes from the time series analysis. Expression data is in S1 Table. Gene names are in S2 Table. (B) Median expression (counts per million) of the genes in Cluster 1 at various treatment and time points. Gene names are in S3 Table. Pairs of circles represent data from two biological replicates. (C) Top five most significant gene sets following ORA for genes in Cluster 1 are shown with FDR-adjusted p-values. Gene names are in S3 Table. (D) Median expression (counts per million) of the genes in Cluster 2 at various treatment and time points. Pairs of circles represent data from two biological replicates. (E) Top five most significant gene sets following ORA for genes in Cluster 2 are shown with FDR-adjusted p-values. Gene names are in S3 Table.

### Over-Representation Analysis identified enriched pathways in Clusters 1 and 2

Clustering of the significant genes revealed two clusters of particular interest. 

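The median over the 141 genes of Cluster 1 was taken in each library, in CPM scaled by library size alone. In NEG it was 62.8 ± 5.88 without IR, 82.2 ± 2.30 at IR+24h and 89.1 ± 2.63 at IR+48h (mean ± SD, n = 2). In POS it was 42.9 ± 1.78, 76.9 ± 5.46 and 76.4 ± 3.22. The ratio of POS to NEG went from 0.683 to 0.935 at IR+24h and 0.857 at IR+48h. At IR+24h, the difference between POS and NEG was within the spread of the POS replicates. These genes were chosen for a difference between POS and NEG in the same 12 libraries. Without IR, 137 of the 141 were lower in POS, 131 of them in all 4 pairs of libraries, and 41 passed the threshold of the gene test. At IR+24h, 139 rose in POS and 126 in NEG, with a median log2 change of 0.81 in POS and 0.36 in NEG. The rise was larger in POS for 131 genes, of which 0 passed the threshold for the difference and 48 of the 141 genes had an unadjusted p under 0.05.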

Cluster 1 included genes that show lower basal expression in POS cells compared to NEG cells but became more similar after irradiation (Fig 3B). We hypothesize that these genes could encode factors that are upregulated in hinge cells (POS) as they fate-change into pouch cells (NEG), thus making POS cells more like NEG cells. Over Representation Analysis (ORA) of these genes identified pathways involved in ribosome biogenesis and Myc targets (Fig 3C). 

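S2 Table lists in full the ribosome biogenesis genes and Myc targets of Figs 5 and 6, and these sets could be compared with Cluster 1. The ribosome biogenesis list shared 29 of the 141 genes, where 3.47 would be shared by chance among the 10617 genes tested (odds ratio 11.4, one-sided Fisher's exact test, adjusted p = 1.72e-18 over the 4 comparisons of Clusters 1 and 2). Of the Myc targets, 11 were in Cluster 1, against 2.18 by chance (odds ratio 5.71, one-sided Fisher's exact test, adjusted p = 2.23e-05). The background moved these values most: among the 7517 genes with at least 1 CPM in every library, the odds ratios were 8.31 and 4.15, and among the 15643 genes with at least 1 count they were 17.0 and 8.49.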

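The 193 genes of Cluster 2 had a median of 91.0 ± 4.32 CPM in POS -IR, 58.7 ± 1.03 in POS IR+24h and 63.0 ± 2.09 in POS IR+48h (mean ± SD of the library medians, n = 2). Their NEG medians were 51.0 ± 1.08, 43.3 ± 0.474 and 48.2 ± 0.156 CPM. POS stood at 1.78 times NEG without IR, 1.35 times at IR+24h and 1.31 times at IR+48h, and at each time point the difference exceeded the spread between replicates.

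**Figure D2:**
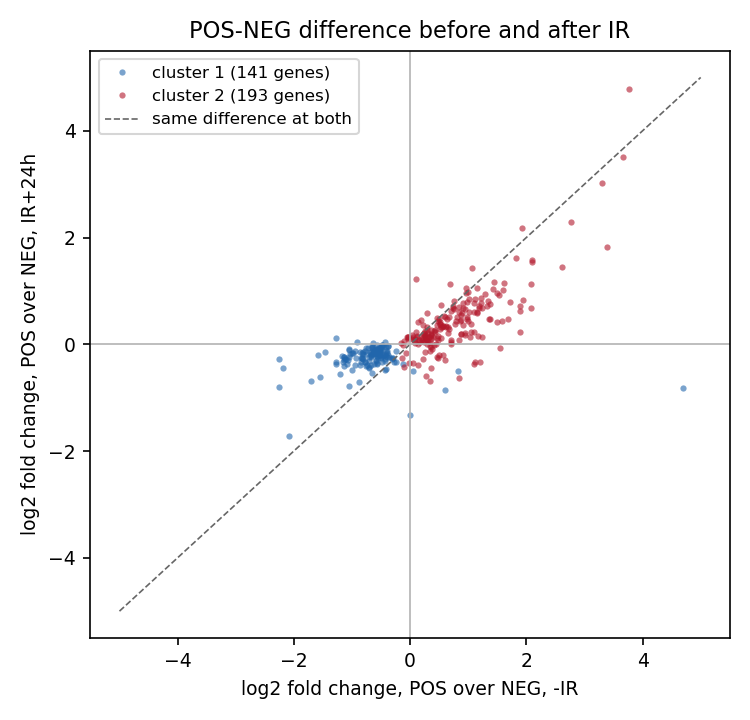
Log2 fold change of POS over NEG at IR+24h (vertical) against that without IR (horizontal) for each gene of Cluster 1 (141 genes, blue) and Cluster 2 (193 genes, red), from the edgeR fit. Points between the dashed line and the horizontal zero line have a smaller difference at IR+24h than without IR.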

Cluster 2 included genes that show higher basal expression in POS cells than in NEG cells but became more similar after irradiation (Fig 3D). We hypothesize these genes could encode factors that are downregulated in hinge cells (POS) as they fate-changed into pouch cells (NEG), thus making POS cells more like NEG cells. ORA of these genes identified pathways involved in differentiation-related processes of regionalization, development and specification (Fig 3E). All gene sets with an adjusted p-value <0.05 are shown in S3 Table. Based on these results and other considerations described in S4 Table, 42 genes were tested for functional importance in IR-induced fate change, using overexpression or knock-down approaches. 

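S4 Table names 38 distinct genes, all of which were tested in the edgeR fit, and 22 of them are in S1 Table. Without IR, 13 of the 38 passed the threshold, 3 higher and 10 lower in POS; with the adjustment over the 38 genes alone, 20 passed. At IR+24h in POS, 8 passed, all higher than without IR: CG1572, RpI135, SPARC, Tig, Tom40, Tsr1, firl and rgn. The adjustment over the list alone gave 15. At IR+48h in POS, 8 passed, all higher, and 14 over the list alone. In NEG, 0 passed at either time point, where 4 genes at IR+24h and 9 at IR+48h had an unadjusted p under 0.05. The difference in IR change between POS and NEG passed for 0 genes at IR+24h (7 with an unadjusted p under 0.05) and for 1, SPARC, at IR+48h. Adjusted over the list alone, it passed for CG1572, Tsr1, SPARC and Tig at IR+24h and for CG1572, Tsr1, SPARC, firl and kek2 at IR+48h, where 10 had an unadjusted p under 0.05. Because the paper chose these genes partly from its own results on the same libraries, the adjustment over the list alone is no independent test.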

Gene expression changes could drive fate change (drivers) or simply accompany fate change (passengers); therefore, functional tests are needed to tell these apart. Manipulation of six of these genes produced positive data and are described below.

### Functional test of ORA groups: elevation of hinge determinants interfered with fate change

Most significant pathways in Cluster 2 included genes with roles in differentiation, suggesting that IR induces a de-differentiated state (Fig 3E and S3 Table). These genes are expressed more highly in the hinge but decreased after IR. 

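Of the 193 genes of Cluster 2, 182 were higher in POS than in NEG without IR, 160 of them in all 4 pairs of libraries, with a median log2 fold change of 0.62. In the edgeR fit, 36 passed the threshold, all higher in POS. All 193 were lower in POS IR+24h than in POS -IR, 178 of them in all 4 pairs, with a median of -0.67, and 45 passed the threshold. At IR+48h, 181 were lower, with a median of -0.54, and 11 passed. In NEG, 171 were lower at IR+24h (median -0.33, 9 past the threshold) and 146 at IR+48h (median -0.21). At IR+48h in NEG, 0 passed and 34 had an unadjusted p under 0.05. The decrease was larger in POS for 162 genes at IR+24h and for 154 at IR+48h. This difference passed the threshold for 0 genes at both time points, where 21 and 13 had an unadjusted p under 0.05. The genes were selected on the same libraries, so these counts are not independent of the selection.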

Five examples are shown in Fig 4A–4E. The magnitude of the decrease is small in each case, but we note that only a fraction of hinge cells changes fate (Fig 1F’). 

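The examples in Fig 4A-4E are Wnt5, kto, Sox15, zfh2 and wg. In POS, none of the 5 passed the edgeR threshold for a change after IR; 3 of the 5 had an unadjusted p under 0.05 at IR+24h and 0 at IR+48h. Wnt5 (FBgn0010194, chromosome X, 18501401 to 18505405) averaged 164.5 ± 39.4 CPM in POS -IR, 126 ± 14.4 at IR+24h and 133 ± 4.75 at IR+48h (SD, n = 2). Its log2 change was -0.39 at IR+24h and -0.30 at IR+48h (standard error 0.186 for each; edgeR adjusted p = 0.297 and 0.506). kto (FBgn0001324, chromosome 3L, 19836614 to 19844944) fell from 306 ± 35.0 CPM in POS -IR to 249 ± 13.8 and 271 ± 10.0 CPM (SD, n = 2). The log2 changes were -0.30 and -0.18 (edgeR adjusted p = 0.267 and 0.609). For Sox15 the POS means were 385 ± 12.5 CPM at IR+24h and 450.4 ± 43.0 CPM at IR+48h (SD, n = 2), log2 changes of -0.79 and -0.56 with a standard error of 0.293 at IR+24h (edgeR adjusted p = 0.166 and 0.419). limma voom placed the change of Sox15 at IR+24h past the threshold (adjusted p = 0.0397), as did edgeR without a filter (0.00148). The log2 change at IR+24h was -0.62 for zfh2 (edgeR adjusted p = 0.186), which passed without a filter (0.00936), and -0.26 for wg (0.704). Wnt5, kto and Sox15 were lower after IR in all 4 pairs of POS libraries at both time points, and zfh2 and wg were not. With the replicate block, the edgeR adjusted p at IR+24h was 0.310 for Wnt5, 0.272 for kto, 0.183 for Sox15, 0.211 for zfh2 and 0.732 for wg. With the IR+24h numbers crossed it was 0.188, 0.221, 0.115, 0.149 and 0.688. In NEG, the log2 changes at IR+24h were -0.05 for Wnt5, -0.18 for kto, -0.64 for Sox15, -0.34 for zfh2 and -0.26 for wg, and the difference from POS passed the threshold for none of them (unadjusted p from 0.227 for Wnt5 to 0.996 for wg in edgeR). Without IR, Wnt5 was higher in POS than in NEG (log2 fold change 0.88, edgeR adjusted p = 0.0315), while kto (0.26, 0.365) and wg (0.97, 0.106) did not pass the threshold; wg passed with DESeq2 (0.0328).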

Zfh2, a transcription factor and an effector in the JAK/STAT pathway, is a key determinant of the hinge fate [31]. kto encodes a homolog of Med12, a subunit of the transcription Mediator complex, and is essential for the expression of downstream targets in the canonical Wnt signaling pathway [39]. Wg and Wnt5 are signaling ligands in the Wnt family and Wg cooperates with Zfh2 in hinge development [31,40,41].

We have reported before that depletion of zfh2 or inhibition of Wg signaling by expressing the inhibitor Axin cell-autonomously in the 30A domain resulted in increased IR-induced apoptosis in the hinge at 4h after irradiation, followed by decreased hinge-to-pouch conversion [12]. The current data suggests that although zfh2 and Wg signaling are required immediately (4h) after irradiation to protect the hinge from IR-induced apoptosis, these factors may need to be downregulated later (24h after IR) for fate change. We tested this hypothesis by conditional overexpression of zfh2, Wg and Wnt5 from UAS-transgenes ([40] and S4 Table).

GAL4 was repressed with GAL80^ts^ and the larvae were allowed to develop to third instar stage at 25°C (Fig 1G). Larvae were shifted to 29°C to inhibit GAL80^ts^ and de-repress GAL4 for 24h before irradiation. Wing discs were analyzed 72h after irradiation and fate change quantified as total area of RFP^-^GFP^+^ cells in the pouch area (within the yellow circle in Fig 4G) normalized to the RFP^+^GFP^+^ hinge to account for variations in disc size, as we have done before [12–14]. The results show that conditional, cell-autonomous overexpression of zfh2 and wg but not Wnt5 reduced fate change and translocation (Fig 4J). These results support the hypothesis that downregulation of zfh2 and Wg signaling is required for cell fate plasticity after irradiation.

**Fig 4:**
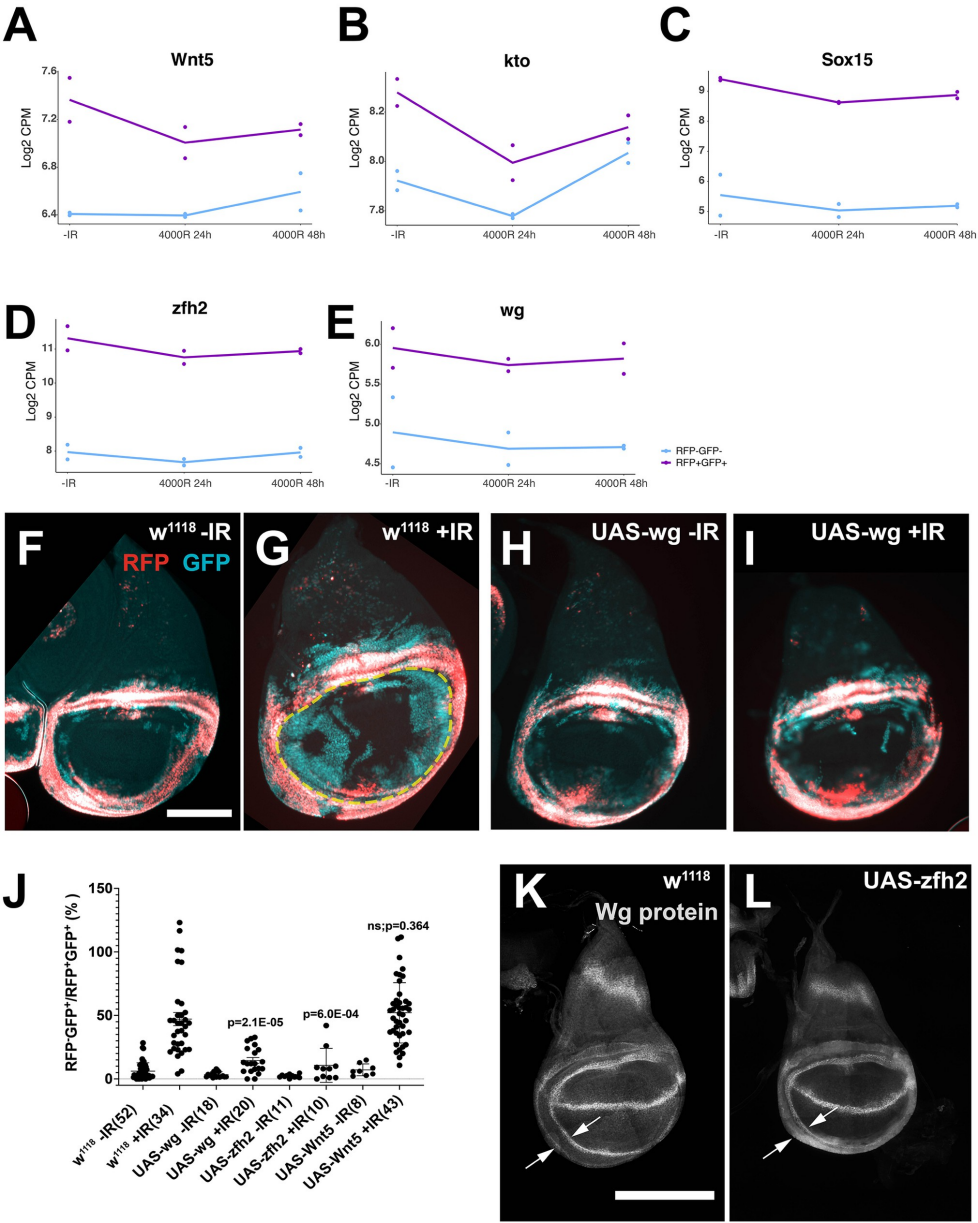
Elevated levels of Wg or Zfh2 inhibit the regenerative behavior of hinge cells. (A-E) Expression trajectories of five genes from the ORA groups on tissue development and specification. Pairs of dots represent data from two biological replicates. Lines connect the averages. (F-I) Wing discs from control and larvae overexpressing UAS-wg treated as shown in Fig 1G. Controls show robust cell fate change and translocation after IR (G) but wg expression in the hinge inhibited IR-induced cell fate plasticity (I). Scale bar = 100 microns. (J) Discs such as those shown in (F-I) were quantified for total RFP^-^GFP^+^ area in the pouch region (within the yellow circle in G) normalized to the RFP^+^GFP^+^ hinge area to account for variations in disc size. Cell autonomous expression of wg and zfh2 but not Wnt5 significantly decreased the normalized RFP^-^GFP^+^ area. p values are for comparison to w^1118^ +IR (2-tailed t-test). The numbers in brackets are the total number of discs examined in two or more biological replicate experiments. (K-L) Antibody staining for Wg protein shows increased signal in the 30A expression domain, for example between two arrows. Scale bar = 100 microns.

Zfh2 functions upstream of Wg expression during normal wing development [31,41]. Therefore, we asked if Zfh2 also functions upstream of Wg during regeneration after irradiation, by staining 30A-GAL4>UAS-zfh2 discs for Wg protein (Fig 4K and 4L). We have shown before that 30A expression domain falls between Wg inner and outer rings (arrows in Fig 4K [14]). In 30A-GAL4>UAS-zfh2 discs, these cells express Wg such that the area between inner and outer rings are ‘filled in’ with Wg antibody stain (between arrows in Fig 4L). Since expression of UAS-wg in the same cells prevented cell fate plasticity, induction of Wg by UAS-zfh2 is one possible way in which UAS-zfh2 prevents cell fate plasticity although each may also be capable of preventing fate change when overexpressed.

### Functional test of ORA groups; inhibition of ribosome biogenesis interfered with fate change

Among Cluster 1 genes, the most significant ORA group was ribosome biogenesis (Fig 3C and S3 Table). This group of genes shows lower basal expression in the hinge than in the rest of the disc without IR (Fig 2B). 

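In POS, the genes of the ribosome biogenesis list in S2 Table were shifted by 0.32 ± 0.216 at IR+24h relative to -IR (log2, SD, n = 2 per group), with a normalized enrichment score of 2.58. The adjusted p was 4.85e-21 by fgsea's permutation of genes, corrected over 12 tests, namely this list and the Myc targets in 4 IR contrasts and 2 differences of contrasts. By the score of the list in each library, the change was above 0 in all 4 pairs of POS libraries, and 43 genes passed the threshold, all higher. At IR+48h in POS the shift was 0.35 ± 0.182 (score 2.62, permutation p = 3.89e-20), above 0 in all 4 pairs. In NEG it was 0.17 ± 0.105 at IR+24h (score 1.47, permutation p = 0.00402), above 0 in 3 of the 4 pairs, and 0.13 ± 0.101 at IR+48h (score 1.01, permutation p = 0.509), above 0 in 2 of them. The POS change minus the NEG change was tested directly. At IR+24h it was 0.19 ± 0.240 (score 1.57, permutation p = 8.11e-04), with 207 of the genes rising more in POS and 54 in NEG. This shift did not exceed the spread between replicates, and it was above 0 in 14 of the 16 sets of 4 libraries by the score per library, or in 15 by the median of gene-wise differences. At IR+48h it was 0.32 ± 0.208 (score 1.91, permutation p = 1.51e-07), with 221 genes rising more in POS, and above 0 in all 16 sets. With camera and fry the differences did not pass the threshold: the adjusted p was 0.318 and 0.228 at IR+24h and 0.267 and 0.140 at IR+48h. For the rise in POS at IR+24h, camera gave 0.267 and fry 0.0453. At IR+48h in POS they gave 0.267 and 0.0524, and at IR+24h in NEG 0.634 and 0.228, all above the threshold. The rise in NEG at IR+24h did not pass with a gene length correction (0.493) or without a filter (0.179). With the replicate block, the shift at IR+24h was 0.29 in POS (permutation p = 1.19e-20), 0.17 in NEG (0.00534) and 0.19 for the difference (3.16e-04). With the IR+24h numbers crossed, it was 0.30 in POS (9.73e-21), 0.16 in NEG (0.00501) and 0.19 for the difference (3.47e-04).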

After IR, their expression increased in the hinge to a greater degree than in the rest of the disc (Fig 5A). Transcript levels for two such genes, *RpI135* and *Tsr1*, are shown in Fig 5B and 5C. 

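RpI135 (FBgn0003278, chromosome 2L, 404285 to 407969, named Polr1B in the current annotation) averaged 24.5 ± 4.25 CPM in POS -IR, 61.6 ± 4.74 in POS IR+24h and 51.5 ± 6.45 in POS IR+48h (SD, n = 2). In NEG the means were 51.8 ± 7.14, 79.9 ± 0.940 and 68.7 ± 3.78 CPM. Without IR, its log2 fold change of POS over NEG was -1.08 (standard error 0.192, edgeR adjusted p = 0.0137, or 0.0184 with the replicate block). After IR it rose by 1.33 in POS at IR+24h (edgeR adjusted p = 0.00217) and by 1.07 at IR+48h (0.0231), and by 0.62 (0.148) and 0.40 (0.486) in NEG. The difference between the POS and NEG changes was 0.71 and 0.67, with an edgeR adjusted p of 1 at both time points. Tsr1 (FBgn0037073, chromosome 3L, 21335215 to 21338232) averaged 62.0 ± 1.93, 115 ± 1.11 and 111 ± 13.0 CPM in POS and 122 ± 5.64, 129 ± 3.51 and 128 ± 6.71 CPM in NEG (SD, n = 2). Of its exon bases, 19.4% overlap Tbc1d8-9 on the opposite strand. Its log2 fold change was -0.97 without IR (standard error 0.145, edgeR adjusted p = 0.00547, or 0.00784 with the replicate block). In POS it rose by 0.90 at IR+24h (edgeR adjusted p = 0.00434) and 0.84 at IR+48h (0.0223), and in NEG by 0.08 and 0.07 (0.869 and 0.910). The difference was 0.82 and 0.77, with an unadjusted p of 0.00180 and 0.00274 in edgeR that became 1 and 0.910 after adjustment. Both genes rose in POS in all 4 pairs of libraries at both time points. The replicate block gave edgeR adjusted p-values at IR+24h in POS of 0.00283 for RpI135 and 0.00561 for Tsr1, and 0.00138 and 0.00333 with the IR+24h numbers crossed. Fitted to the POS -IR and POS IR+24h libraries alone, neither passed, at 0.0638 and 0.0826.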

*RpI135* encodes the core subunit of the RNA Polymerase I that transcribes ribosomal RNAs. Tsr1 is the *Drosophila* homolog of a human ribosome assembly factor (FB2021_03 [42]). We identified also Rs1, predicted to encode a nucleolar RNA helicase, as another ribosome assembly function that shows a similar expression profile even though it was placed in Cluster 7 by maSeqPro. We had shown previously that optimal translation is critical for recovery from radiation damage in both *Drosophila* [43] and in mammalian tumor models [44,45]. Specifically, halving the ribosome protein gene dosage or feeding irradiated larvae an inhibitor of translation, bouvardin, reduced survival to adulthood [46]. The current data suggest that translational control may be critical not just for survival but also for IR-induced cell fate changes. To test this hypothesis, we used RNAi to deplete RpI135, Tsr1 and Rs1 (Fig 5F–5I and quantified in 5J). The depletion was conditional, beginning one day before irradiation (Fig 1G), and was cell-autonomous in the 30A domain. By the time of the temperature shift to activate GAL4, the wing discs have developed such that conditional depletion of an essential factor did not affect hinge development (compare Fig 5F and 5H; see also Fig 6F). The results demonstrate that RpI135, Tsr1 and Rs1are needed for IR-induced hinge-to-pouch conversion (Fig 5J).

**Fig 5:**
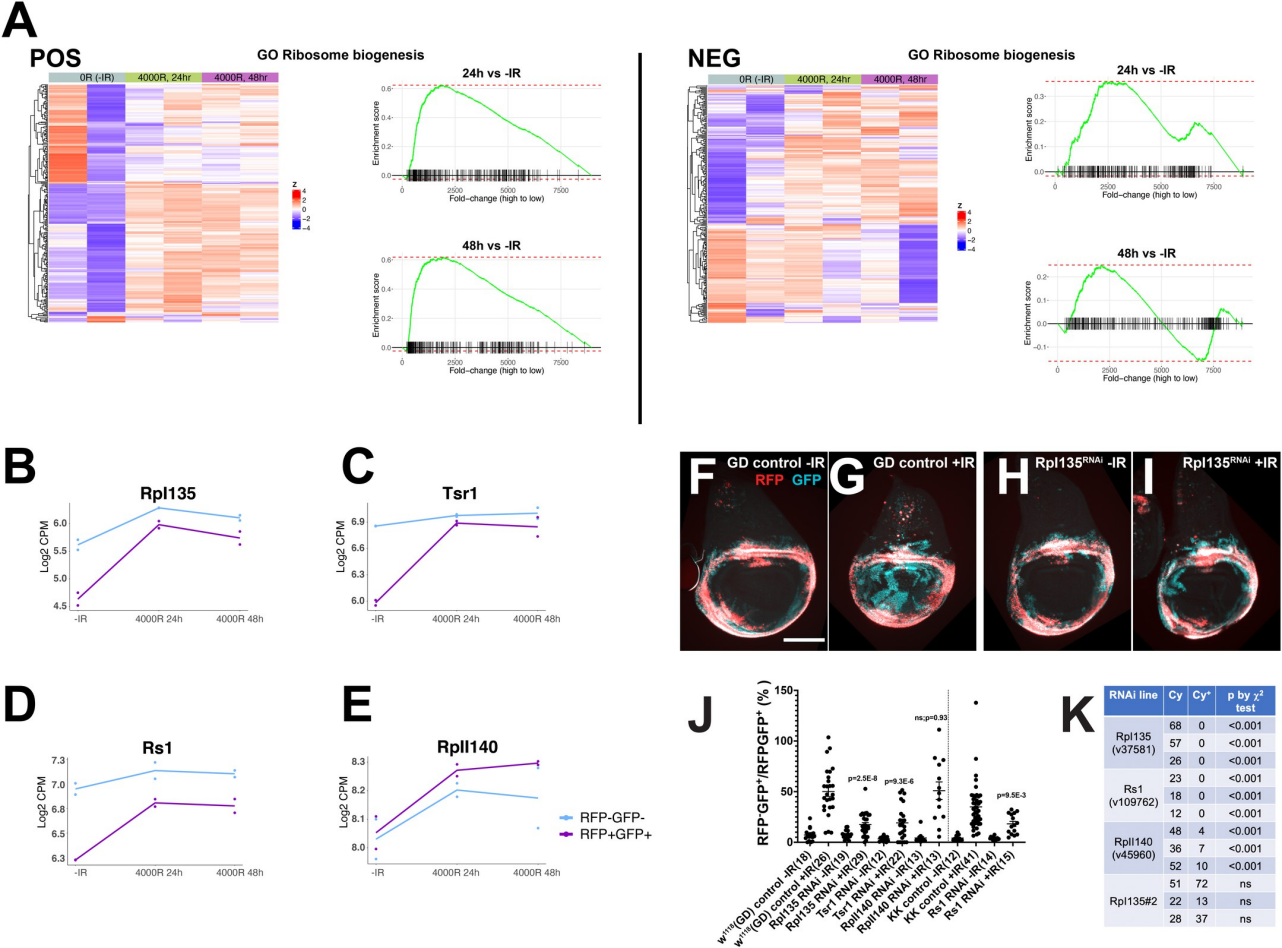
Depletion of ribosome biogenesis factors inhibits the regenerative behavior of hinge cells. (A) Heatmap displaying genes in ribosome biogenesis in POS and NEG cells. Gene names are in S2 Table. Gene set enrichment plots for indicated differential expression comparisons are shown to the side. The fold-change is ranked from high to low, so higher in 24h or 48h compared to -IR. (B-E) Expression trajectory of three ribosome biogenesis genes, RpI135, Rs1 and Tsr1, illustrate how their expression increased to a greater extent in POS cells than in NEG cells after IR. RpII140, encoding a subunit of RNA pol II, is shown here as a counter-example of a gene that does not show this trajectory. Pairs of dots represent data from two biological replicates. Lines connect the averages. (F-I) Wing discs from control larvae with matched background (GD) and larvae expressing RNAi for RpI135 in the hinge, treated as shown in Fig 1G. Controls show robust cell fate change and translocation after IR (G) but RpI135 depletion in the hinge inhibited IR-induced cell fate plasticity (I). Scale bar = 100 microns. (J) Discs such as those shown in (F-I) were quantified for total RFP^-^GFP^+^ area in the pouch area as in Fig 4 and normalized to the RFP^+^GFP^+^ hinge area to account for variations in disc size. Cell autonomous depletion of RpI135, Rs1 and Tsr1 significantly decreased the normalized RFP^-^GFP^+^ area. P values are for comparison to GD+IR (2-tailed t-test). The numbers in brackets are the total number of discs examined in two or more biological replicate experiments. (K) The potency of RNAi constructs was assessed in terms of lethality when constitutively expressed (without GAL80^ts^) from en-GAL4, using the X^2^ test. One parent in each cross was balanced over CyO so that expected ratio if RNAi had no effect was 1 Cy:1Cy^+^. RpI135 (v37581), Rs1 and RpII140 displayed effective RNAi by this measure. The RpI135 RNAi construct #2 did not affect survival and, likewise, did not affect cell fate plasticity (S3 Fig). The data from three independent egg collections for each RNAi line are shown.

**Fig 6:**
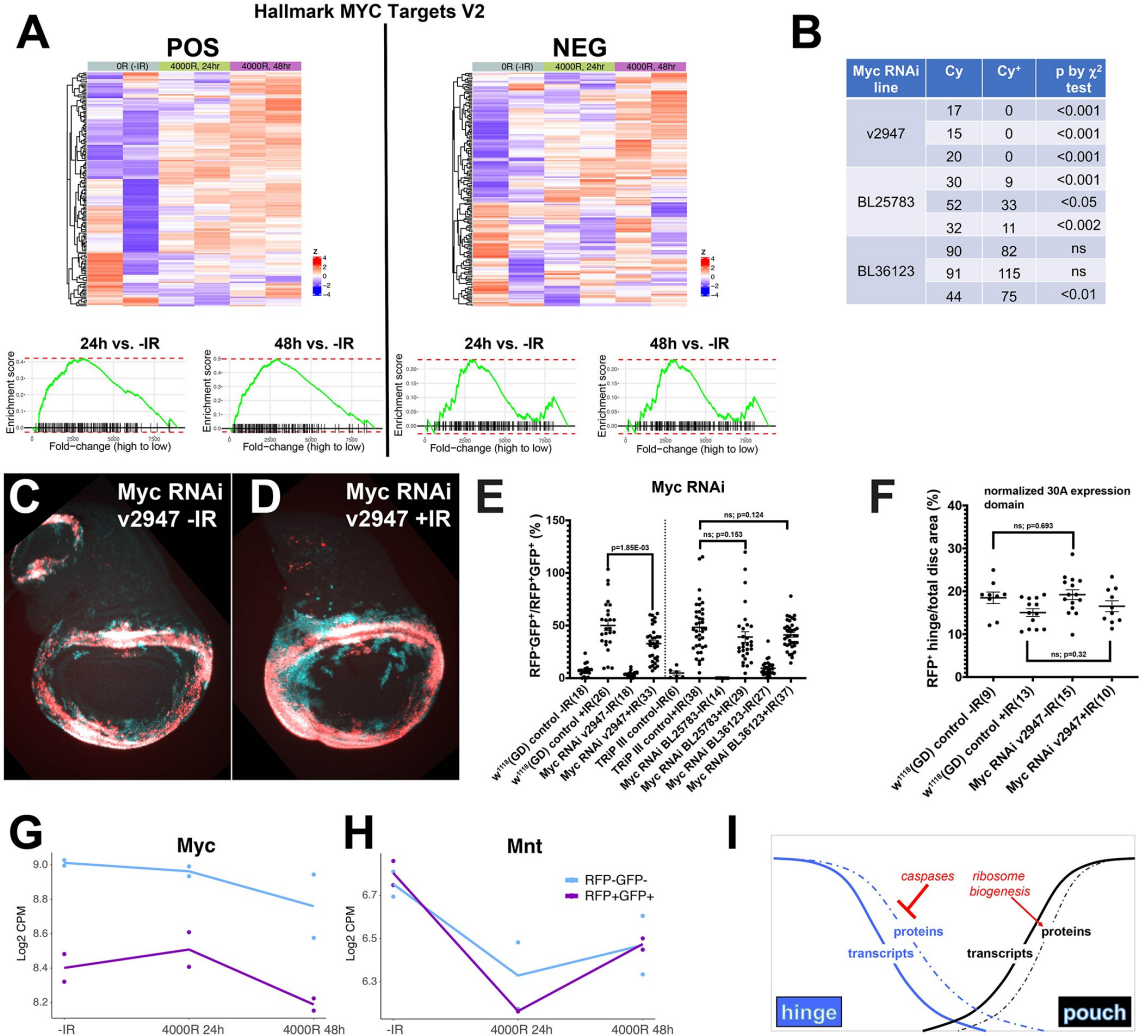
The role of Myc in fate change. (A) Heatmaps displaying Myc targets in POS and NEG cells. Gene names are in S2 Table. Gene set enrichment plots for indicated differential expression comparisons are shown below. The fold-change is ranked from high to low, so higher in 24h or 48h compared to -IR. (B) The potency of RNAi constructs was assessed in terms of lethality when constitutively expressed (without GAL80^ts^) from en-GAL4, using the X^2^ test. One parent in each cross was balanced over CyO so that expected ratio if RNAi had no effect was 1 Cy:1 Cy^+^. v2947 produced complete lethality, BL25783 was partially lethal and BL36123 had no effect. The data from three independent egg collections for each RNAi line are shown. (C-D) Representative wing discs expressing 30A-GAL4>Myc RNAi, with and without IR. (E) Fate change in wing discs from larvae expressing 30A-GAL4>Myc RNAi and treated as in Fig 1G were quantified as in Figs 4 and 5. The results for three RNAi lines were shown next to respective control stocks. Only v2947 reduced fate change significantly. p-values were calculated using a 2-tailed t-test. The numbers in brackets are the total number of discs examined in two or more biological replicate experiments. (F) Under the experimental conditions used to monitor cell fate change, depletion of Myc did not interfere with the formation or growth of the hinge (RFP^+^ domain). p-values were calculated using a 2-tailed t-test. The numbers in brackets are the total number of discs examined in two or more biological replicate experiments. (G-H) Expression trajectories for Myc and its inhibitor Mnt. Pairs of dots represent data from two biological replicates. Lines connect the averages. (I) The model for the role of ribosome biogenesis in fate change.

Comparative analysis of RpII140 helps us rule out the possibility that importance of RpI135, Rs1 and Tsr1 reflects a general requirement for macromolecular synthesis. *RpII140* encodes the large subunit of RNA polymerase II. Unlike RpI135, Rs1 and Tsr1, RpII140 showed neither basal (-IR) differences between POS and NEG samples nor differential expression after IR (Fig 5E). And despite a slight increase in expression after IR in both cell populations (log_2_~0.2), RNAi against RpII140 did not affect IR-induced plasticity (Fig 5J). 

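RpII140 (FBgn0262955, chromosome 3R, 14125791 to 14130111, named Polr2B in the current annotation) averaged 275 ± 5.54 CPM in NEG -IR and 262 ± 30.5 CPM in POS -IR (SD, n = 2). The log2 fold change of POS over NEG was -0.07 (standard error 0.139, edgeR adjusted p = 0.868); with library size alone it was 0.02. After IR the means were 301 ± 2.00 and 302 ± 4.87 CPM in POS and 302 ± 11.4 and 289 ± 27.3 CPM in NEG (SD, n = 2). The log2 change was 0.20 at IR+24h and 0.21 at IR+48h in POS (standard error 0.138; edgeR adjusted p = 0.502 and 0.551). In NEG it was 0.13 and 0.07 (edgeR adjusted p = 0.748 and 0.903). The difference between the POS and NEG changes was 0.07 at IR+24h and 0.13 at IR+48h.

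**Figure D3:**
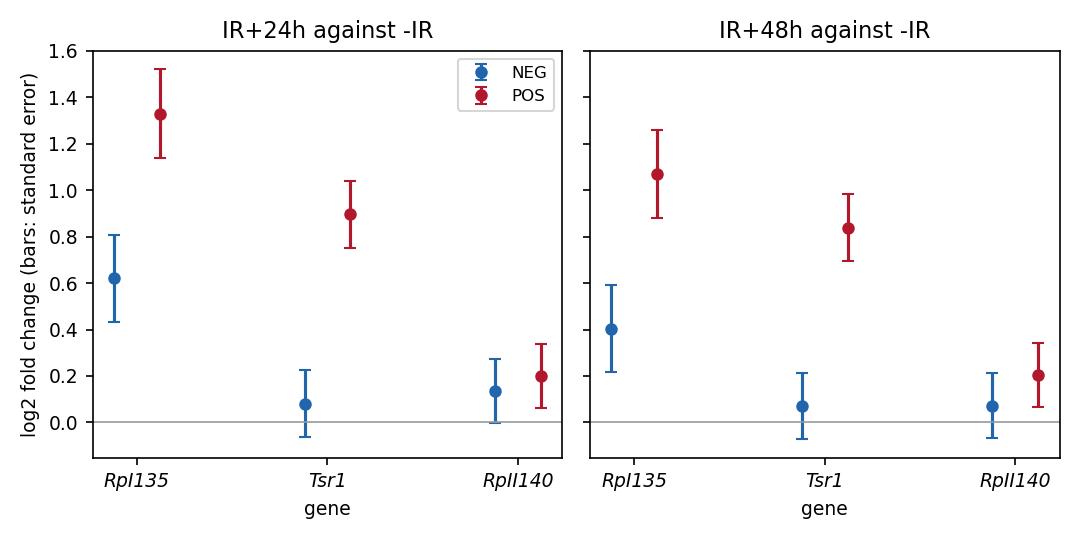
Log2 fold change after IR relative to -IR at IR+24h (left) and IR+48h (right) for RpI135, Tsr1 and RpII140 in POS (red) and NEG (blue); points are edgeR estimates from 2 libraries per group and bars are standard errors. The POS point lies above the NEG point for each gene, by 0.82 for Tsr1 and by 0.07 for RpII140 at IR+24h.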

Although we cannot exclude the possibility of residual protein, this negative result is unlikely to be because of ineffective RNAi; broad expression using an engrailed-GAL4 driver without GAL80 and without irradiation resulted in lethality for RpI135, Rs1 and RpII140 RNAi lines used in Fig 5J (Fig 5K). This is expected as all three genes encode essential functions. In contrast, RpI135 RNAi line#2 provides a counter example of ineffective RNAi; it produced no lethality with en-GAL4 (Fig 5K) and no effect on fate change (S3 Fig). In other words, there is a clear correlation between effective RNAi, as detected independently by organismal lethality without irradiation, and disruption of fate change when conditionally expressed in the hinge. These results suggest collectively that ribosome biogenesis genes are specifically upregulated to a greater extent in the hinge after irradiation and that their function is require for IR-induced hinge-to-pouch conversion.

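The genes of the list fall into 79 ribosomal protein genes and 182 others, which include Tsr1 but not RpI135. The 182 other genes were shifted by 0.64 in POS at IR+24h (fgsea permutation of genes, adjusted p = 7.34e-20) and by 0.62 at IR+48h (5.31e-20). In NEG their shift was 0.33 (2.04e-05) and 0.31 (2.04e-05). The POS change exceeded the NEG change by 0.29 (3.14e-05) and 0.29 (1.17e-04). The 79 ribosomal protein genes did not rise in POS, with shifts of 0.02 at IR+24h (permutation p = 0.939) and 0.00 at IR+48h (0.888). In NEG they were shifted by -0.14 (0.0431) and -0.35 (1.81e-06). Their POS change exceeded their NEG change by 0.11 at IR+24h (0.474) and 0.33 at IR+48h (1.91e-04). From the larger rise in the hinge and from the RNAi experiments, the paper proposes that ribosome biogenesis is raised more in the hinge after IR and is needed there for the change of fate.

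**Figure D4:**
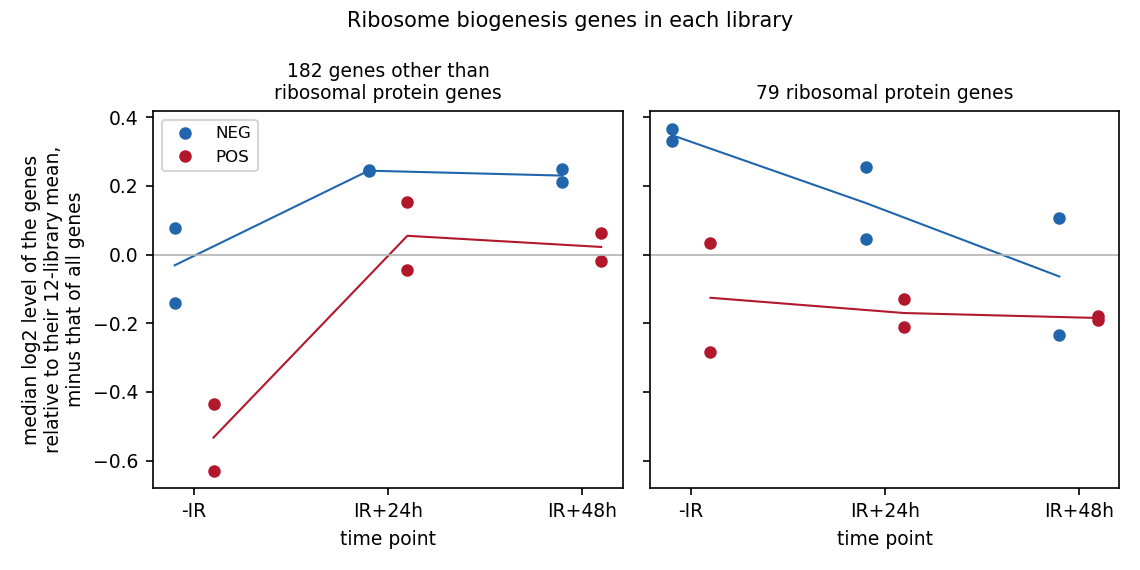
Median log2 level of the 182 other ribosome biogenesis genes (left) and the 79 ribosomal protein genes (right) in each of the 12 libraries, each gene taken relative to its mean over the libraries and the median of all genes subtracted; dots are libraries and lines join the means of 2 libraries per group. From -IR to IR+24h the left panel rises from -0.44 and -0.63 to -0.05 and 0.15 in POS (red) and from -0.14 and 0.08 to 0.25 and 0.24 in NEG (blue), and in the right panel NEG falls.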

### Functional test of ORA groups; Myc

An ORA group in Cluster 1 includes Myc targets (Fig 6A, see also Fig 3C and S3 Table). 

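The Myc targets of S2 Table were shifted by 0.22 ± 0.0807 in POS at IR+24h (log2, SD, n = 2 per group), with 116 genes higher, a normalized enrichment score of 1.86 and an adjusted p of 2.38e-05 by fgsea's permutation of genes. Singly, 15 passed the threshold higher and 2 lower. At IR+48h the shift was 0.33 ± 0.0541 (score 2.25, permutation p = 2.39e-09), with 29 genes lower and the rest higher, 8 of them past the threshold. Both shifts were above 0 in all 4 pairs of POS libraries. In NEG the shift was 0.03 ± 0.0661 at IR+24h (permutation p = 1.00, above 0 in 2 of 4 pairs) and 0.11 ± 0.0661 at IR+48h (permutation p = 0.768, above 0 in 4 of 4). With limma voom the NEG shift at IR+24h turned to -0.02. The POS change minus the NEG change was 0.20 ± 0.104 at IR+24h (permutation p = 3.32e-04) and 0.20 ± 0.0855 at IR+48h (permutation p = 0.00106), above 0 in all 16 sets of 4 libraries at both. It did not pass with limma's camera (adjusted p = 0.267 at both time points) or limma's fry (0.0765 and 0.0632). The replicate block gave a permutation p at IR+24h of 4.93e-05 for the POS rise and 2.80e-04 for the difference, and with the IR+24h numbers crossed they were 4.10e-05 and 3.12e-04. The 142 targets outside the ribosome biogenesis list rose by 0.24 in POS at IR+24h, and their difference from NEG was 0.19 (permutation p = 0.00278).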

Myc is a key transcriptional regulator of ribosome biogenesis in *Drosophila* and vertebrates [34–36]. RpI135 is a Myc transcriptional target in the *Drosophila* wing disc [47] and is needed for IR-induced fate change (Fig 5I). Therefore, we asked if Myc is also required for IR-induced fate change. We expressed three different Myc RNAi constructs in the hinge conditionally with the 30A-GAL4 driver and quantified the effect on fate change. *myc* is an essential gene; broad and continuous depletion of Myc is expected to cause lethality. Therefore, as for RPI135, we expressed the RNAi constructs broadly and constitutively (with en-GAL4 driver, without GAL80 or IR) and quantified organismal lethality as an independent measure of RNAi efficacy (Fig 6B). Only two RNAi constructs against Myc produced lethality, with one (v2947) showing complete lethality and the other (BL25783) partial lethality. These two are also the constructs that depleted Myc protein (S4 Fig); the third construct, BL36123, had no effect on Myc protein level or lethality (Figs 6B and S4). In fate change assessment, the RNAi construct that produced complete lethality was also the one that inhibited fate change with statistical significance (v2947, Fig 6C–6E). We conclude that effective depletion of Myc inhibited IR-induced fate change. The effect of Myc or ribosome biogenesis on fate change could be because they are needed for fate-changing hinge cells to grow and proliferate as they translocate into the pouch. We do not favor this possibility for the following reason. Although constitutive loss of ribosome function or Myc is expected to inhibit growth and proliferation, conditional depletion of these functions using the protocol in Fig 1G does not appear to affect growth or proliferation; quantification of the RFP^+^ hinge area showed no significant difference between controls and RNAi discs (Fig 6F).

### Additional genes tested

We tested additional genes and pathways based on altered expression in POS cells after IR and because of potential roles in regeneration and cell fate plasticity based on the literature (stock/gene list in S4 Table). None had significant effect on IR-induced fate change (S3 Fig). But we note that we do not know how effective the RNAi/overexpression constructs were under our experimental conditions even though we selected each based on published efficacy (references in S4 Table). For example, a published RNAi construct against TAF1B, another subunit of RNA pol I, was effective in the germline [48] but did not cause lethality when broadly and constitutively expressed using en-GAL4, suggesting it is not effective in somatic cells (S3G Fig); this construct also did not affect IR-induced cell fate change (S3A Fig). Some of the results in S3 Fig may therefore be explained by context-specific ineffectiveness of transgenic constructs.

This concern does not apply to classical loss-of-function mutants. Therefore, it is worth noting that depletion of ribosome function in heterozygotes of *RpL36*^*G0471*^ and *RpS13*^*1*^ did not affect IR-induced fate change (S3B Fig). Heterozygosity in these alleles was shown previously to reduce survival of irradiated larvae into adulthood in our hands, that is, these alleles impair gene function sufficiently to produce a radiation-dependent phenotype [46]. Similarly, systemic reduction of translation with bouvardin, a small molecule inhibitor we have shown previously to reduce the survival of irradiated larvae [46], did not affect IR-induced fate change (S3F Fig) at concentrations that reduces survival. We conclude that while hinge-specific reduction of ribosome biogenesis interfered with IR-induced fate change (Fig 5), systemic reduction of ribosome function did not have the same outcome (S3 Fig). We do not know the reason for this but note that systemic reduction of ribosome function can support life, for example in heterozygotes of ribosomal proteins, but clonal reduction of ribosome function is known to cause death through competition with the neighbors (for a recent review, [49]).

## Discussion

We present here a genome-wide transcriptome analysis of cell fate conversion during regeneration after radiation damage. The ability to trace cells with precise spatial-temporal control, combined with powerful genetic tools to assess gene function in *Drosophila*, allowed us to identify genes needed for IR-induced cell fate plasticity in a cell sub-population of interest. *Drosophila* imaginal discs are composed of a continuous epithelium. An unexpected result is that different regions of this structure express different levels of ribosome biogenesis genes (Fig 2). Irradiation adds another level of change by targeting the same functional group (Fig 5). 

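After IR, the ribosome biogenesis genes of S2 Table remained lower in POS than in NEG. Measured between the irradiated POS and NEG libraries, their shift was -0.24 on the log2 scale at IR+24h and -0.18 at IR+48h. That of the Myc targets was -0.07 and -0.09.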

We are unaware of prior documentation of differential ribosome biogenesis in a continuous epithelium. In fact, ribosomal components are typically used as loading controls to normalize samples across tissues or treatment. Our results question the validity of this practice.

The basal difference in Myc and ribosome biogenesis between the hinge and the rest of the disc is also surprising because such differences, when induced experimentally in neighboring cells, result in cell competition whereby ‘loser’ cells with reduced translation capacity are eliminated via apoptosis (for a recent review, [49]). 

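Myc itself (FBgn0262656, chromosome X, 3373159 to 3391697) averaged 334 ± 46.5 CPM in POS -IR and 544 ± 34.5 CPM in NEG -IR (SD, n = 2). Its log2 fold change of POS over NEG was -0.70 (standard error 0.164, edgeR adjusted p = 0.0458, or 0.0454 with the replicate block), lower in POS in all 4 pairs of libraries. It did not pass in edgeR with library size alone (log2 fold change -0.61, adjusted p = 0.0553), among genes with at least 1 CPM in every library (0.0756) or in a fit to the 4 -IR libraries alone (0.749). Of the exon bases of Myc, 40.9% overlap CG12535 on the opposite strand and 20.3% overlap lncRNA:CR44999 on the same strand. How reads in these shared bases were counted is not known, and the strand of counting is not stated.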

Despite reduced expression of Myc targets and ribosome biogenesis genes, hinge cells are clearly not ‘losers’ during normal development. But inequalities in translation capacity is just one of many possible triggers for cell competition. The hinge is flanked by two sources of Wg, from Wg Inner and Outer Rings. Elevated Wg signaling is another basis for making the cells ‘winners’ over their neighbors, and this mode of cell competition is independent of Myc [50]. We speculate that reduced ribosome biogenesis may be offset by increased Wg signaling to maintain the hinge during normal development.

Our results suggest that translational capacity increased specifically in the hinge in irradiated discs and that it plays a role in fate change. In human glioblastoma cells, a combination of ribosome profiling and transcriptomics showed that mRNAs that changed ribosome-association were 10-fold greater in number than mRNAs that changed in transcript levels after irradiation [51]. In breast, lung and pancreatic cancer cells, radiation produced profound shifts in ribosome-associated mRNAs [52]. In other words, IR may induce greater changes in translational regulation than transcriptional regulation. Our results advance this knowledge by demonstrating that one outcome of translational changes is IR-induced cell fate plasticity and translocation of cells from the hinge to the pouch. Our results agree with recent findings that increased ribosome biogenesis accompanies Epithelial-Mesenchymal Transition and that pharmacological inhibition of RNA pol I reduced invasiveness and caused de-differentiation (made the tumor more benign) in in vitro and in vivo models of breast cancer [53].

We do not know how irradiation is linked to increased ribosome biogenesis but identify Myc as a potential mediator. In *Drosophila* wing discs that are regenerating after genetic ablation of the pouch, Myc is transcriptionally induced near the wound site [54]. There is surprisingly little in the literature that links Myc and IR, given the central role of Myc in oncology. In our own studies, Myc transcripts show minimal change after IR (Fig 6G and [37]). 

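In POS, Myc averaged 356 ± 30.1 CPM at IR+24h and 280.4 ± 12.6 CPM at IR+48h, and in NEG 511 ± 6.78 and 437 ± 82.1 CPM (SD, n = 2). The log2 change from -IR was 0.09 and -0.25 in POS (edgeR adjusted p = 0.842 and 0.533) and -0.09 and -0.32 in NEG (0.874 and 0.511), each with a standard error of 0.163. At IR+48h it was lower than without IR in all 4 pairs of libraries, in POS and in NEG. The difference between the POS and NEG changes was 0.18 at IR+24h and 0.06 at IR+48h.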

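Mnt (FBgn0023215, chromosome X, 3671801 to 3701672), which encodes a repressor that opposes Myc, averaged 110.1 ± 12.7 CPM in POS -IR, 69.7 ± 1.05 in POS IR+24h and 85.3 ± 3.04 in POS IR+48h (SD, n = 2). In NEG it averaged 113 ± 0.975, 82.6 ± 11.3 and 88.8 ± 12.6 CPM. Its log2 change in POS was -0.66 at IR+24h (standard error 0.165, edgeR adjusted p = 0.0410) and -0.37 at IR+48h (0.335). In NEG the changes were -0.46 (0.244) and -0.35 (0.486). All were decreases in each of the 4 pairs of libraries, and 1 of the 4 passed the threshold. The POS change minus the NEG change was -0.20 at IR+24h and -0.02 at IR+48h, with an edgeR adjusted p of 1 at both. At IR+24h in POS the edgeR adjusted p was 0.0378 with the replicate block, 0.0352 with the IR+24h numbers crossed and 0.161 in a fit to the 4 POS -IR and IR+24h libraries.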

Interestingly, transcripts for transcription repressor and Myc antagonist Mnt decreased nearly 2-fold after IR in both POS and NEG cells (Fig 6H). Repression of an inhibitor would activate Myc and could link IR with Myc activity.

Elevating the expression of wg or zfh2 interfered with hinge-to-pouch conversion. During wing development, zfh2 is repressed distally along the proximal/distal axis to allow the expression of pouch determinants nab and dve and the formation of the pouch [31,55]. During regeneration, our data suggest that downregulation of zfh2 in the hinge allows hinge-to-pouch transformation, presumably by allowing pouch-specific gene expression as during development. We found also that zfh2 is capable of inducing Wg protein and that elevation of wg on its own prevented fate change. Therefore, induction of Wg provides a second mechanistic explanation for the effect of zfh2 on fate change. The inhibitory role of Wg in fate change in the context of irradiation is seen also in mice where suppression of Wnt signaling prevented ectopic differentiation, maintained the Intestinal Stem Cell pool, and allowed regeneration of the crypt after IR damage [56]. We advance this knowledge with the finding that too much or too little Wg/Zfh2 are equally detrimental. This is because we showed previously that RNAi-mediated depletion of zfh2 or expression of Wg antagonist Axin specifically in the hinge also inhibited hinge-to-pouch conversion after IR [14]. Why might depletion and elevation of wg or zfh2 produce the same outcome? The requirement for wg/zfh2 can be explained by their role in protecting the hinge cells from IR-induced apoptosis, assayed at 4h after irradiation [12,14]. 

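In POS IR+48h, zfh2 averaged 1888 ± 93.1 CPM (SD, n = 2), a log2 change of -0.47 from POS -IR (standard error 0.242, edgeR adjusted p = 0.412). The spread between the POS -IR replicates was larger than this change. wg (FBgn0284084, chromosome 2L, 7307159 to 7316265) averaged 62.2 ± 18.7 CPM in POS -IR, 52.0 ± 3.23 in POS IR+24h and 54.6 ± 9.66 in POS IR+48h (SD, n = 2). Its log2 change at IR+48h was -0.19 (standard error 0.280, edgeR adjusted p = 0.830), smaller than the spread between replicates. In NEG at IR+48h the log2 change was -0.09 for zfh2 and -0.29 for wg. limma voom with library sizes alone, an alternative chosen after the data were seen, gave 0.02 and 0.02 there.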

At later times (24-48h after IR), zfh2 and Wg signaling become reduced as cells change fate; elevation of these interfere with fate change (this study), explaining the paradoxical results.

The mechanism by which transcripts of fate determinants are downregulated remains to be investigated. PcG and trxG chromatin complexes are needed for surgically ablated leg discs to change fate or ‘transdetermine’ into wing discs [57,58]. Depletion of Polycomb Repressor Complex 2 members E(z) and Esc using heterozygous mutants, however, produced only negative results on fate change (S3 Fig and S4 Table). Transcription factor tara and a SWI/SNF chromatin-remodeling complex were found to prevent Anterior/Posterior fate switch during regeneration after genetic ablation of the pouch [59,60]. However, *tara*^*1*^ heterozygotes, which produced an A/P switch in the genetic ablation model, did not affect hinge-to-pouch fate change after irradiation (S3B Fig), suggesting different mechanisms for the two fate switch events.

Genome-wide analysis of cell fate conversion after radiation damage reported here add to our published finding that in the wing disc, hinge-to-pouch fate change after irradiation requires apoptotic caspase activity, despite the fact that hinge cells are refractory to IR-induced apoptosis [12]. Collectively, these data support the model that fate change after IR exposure requires not only the induction of new fate determinants but also the removal of old fate determinants (Fig 6I, modified from [61]). This model agrees with the literature that post-transcriptional mechanisms play critical roles in cell fate change (without irradiation) in different systems: miRNAs during *C*. *elegans* development and in mammalian macrophages (to neutralize mRNAs [62–64]) or apoptotic caspases in non-lethal roles during *C*. *elegans* development and in mammalian muscle and embryonic stem cells (to neutralize proteins [65–68]). We add to this knowledge by identifying a new requirement for enhanced translation capacity, presumably to produce proteins that enact the new fate. We plan to focus our future efforts on identifying the mRNA/protein targets of this enhanced translational capacity.

## Materials and methods

### *Drosophila* stocks

Stocks used, along with the sources, genotypes, stock numbers and references are listed in S4 Table. We follow the FlyBase nomenclature for gene names (https://flybase.org). All stocks used are published and/or available from public stock centers. For balanced stocks without a larval marker, the balancers were changed to CyO-GFP or TM6 Tb before use. The absence of the balancer-encoded marker identified the experimental animals. The flies were raised in Nutri-Fly Bloomington formula food (Genesee Scientific) at 25°C unless otherwise noted. Virgins and males were fed Nutri-Fly German formula food (Genesee Scientific) at 25°C for three days after crossing; we found this improves egg production. Embryo collection and subsequent culture were in Nutri-Fly Bloomington formula food. Temperature shift protocols are described in Fig 1. Larval vials were monitored regularly for overcrowding (typically seen as dimples in the food) and split as needed.

### Irradiation and drug treatment

The larvae in food were placed in petri dishes and irradiated in a Faxitron Cabinet X-ray System Model RX-650 (Lincolnshire, IL) at115kv and 5.33rad/second. Bouvardin (NSC259968, NCI DTP) in DMSO was diluted into 5 ml of melted food in vials to achieve the final DMSO concentration of 0.05%. Irradiated larvae were washed clean of food and placed onto the surface of food with bouvardin.

### RNA isolation and processing

We followed a published protocol [69]. Briefly, 30A>G-trace/SM5 virgin females were crossed to w^1118^ males and RFP^+^GFP^+^ larvae were sorted manually. Wing discs were dissected in PBS and dissociated into single cells by limited trypsin digestion as described before RFP^+^GFP^+^ and RFP^-^GFP^-^ cells were collected by Fluorescence-Activated Cell Sorting at the Flow Cytometry Shared Core, University of Colorado at Boulder. Poly-A RNA was isolated using a RNeasy kit (Qiagen) and a KAPA mRNA capture hyper prep kit (Roche) according to manufacturer’s instructions. RNA was sequenced with ERCC spike-ins (ThermoFisher) using a NexSeq 500 sequencer at the BioFrontiers Sequencing Core, University of Colorado at Boulder. To obtain sufficient material for each biological replicate, we pooled discs from multiple independent crosses, dissection and dissociations, and cell sorting runs. Therefore, biological replicates represent independent biological samples, cell lysis, mRNA isolation, and sequence analysis.

### Staining and imaging of wing discs

To collect wing discs, the larvae were dissected in PBS and fixed in 4% paraformaldehyde in PBS for 30 minutes at room temperature, washed with PBS for 10 minutes, followed by a 5 min wash with PBT (0.1% Tween-20). For antibody staining, wing discs were permeabilized in PBT (0.5% Tween-20) for 10’ and rinsed in PBT (0.1% Tween-20). The discs were blocked in 5% Normal Goal Serum in PBT (0.1% Tween-20) for at least 30 min and incubated overnight at 4°C in primary antibody in block (1:100, mouse monoclonal anti-Wg, Developmental Studies Hybridoma Bank Cat# 4D4; undiluted mouse monoclonal anti-Myc, Developmental Studies Hybridoma Bank Cat# P4C4-B10). The discs were rinsed thrice in PBT (0.1% Tween-20) and incubated in secondary antibody at 1:500 dilution in block for 2 h at room temperature. The wing discs were stained with 10μg/mL Hoechst33342 in PBT (0.1% Tween-20) for 2 minutes, washed 3 times in in PBT and mounted on glass slides in Fluromount G (SouthernBiotech). Wing discs were imaged on a Leica DMR compound fluorescence microscope using a Q-Imaging R6 CCD camera and Ocular software. The images were assembled, processed, and quantified using Image J software.

### RNA-sequencing

Illumina adapters and the first 12 base pairs of each read were removed using BBDuk [70] and reads less than 50 base pairs were discarded. STAR (2.6.0a) [71] was used to align and count reads against the Ensembl *Drosophila* melanogaster genome (BDGP6.22, release 97). Differential expression comparing groups was performed using the limma R package and the voom() function [72]. Plots were generated using the ggplot2 R package [73]. The trajectory plots display the log2 counts per million (CPM) for each sample. The line represents the mean of the replicates. Heatmaps of z-score transformed log 2 counts per million were generated using the ComplexHeatmap R package [74]. Samples and genes within each group were hierarchical clustered. Gene set enrichment analysis was performed using the fgsea R package with Hallmark and GO Biological Processes MSigDB gene set collections (V6.2) [75,76]. The pathway enrichment score reflects the magnitude that a pathway is enriched in a given direction in the dataset. The normalized enrichment score (NES) adjusts the enrichment score based on the mean enrichment scores of the dataset. Time course analysis was performed using the maSigPro R package [38]. Genes with a R^2^> = 0.80 and a FDR<0.05 were deemed to be significant. The see.genes() function was used to cluster the genes into 7 clusters. The genes of clusters 1 and 2 were analyzed separately using over-representation analysis (ORA) with the clusterProfiler R package [77] and the gene set collections described above. Raw and processed RNA-seq data are deposited in GEO under accession no. GSE182782.

## Supporting information

S1 Fig A Representative FACS profile of dissociated wing disc cells illustrates the gates used to sort cell populations. FL1 = GFP and FL2 = RFP. R5 represents double positive (RFP^+^GFP^+^) cells and R6 represents double negative (RFP^-^GFP^-^) cells. Gates were set manually using single color (RFP or GFP only) controls and a negative (no fluorescence) control.
(PDF) Click here for additional data file.

S2 Fig Gene clusters identified by maSigPro. 821 genes identified by maSigPro as showing differential expression across the time course were grouped into clusters based on expression patterns. Gene names for each cluster are in S1 Table. Pairs of circles represent data from two biological replicates.
(PDF) Click here for additional data file.

S3 Fig Additional genes tested. (A-F) Experimental conditions and data analysis were as in Fig 4J. Statistical significance was tested against the respective genetic background controls +IR. In (F), the larvae were of the genotype w^1118^/+ or Y; 30A-GAL4>UAS-G-trace/+ produced by a cross between w^1118^ (GD) controls and 30A-GAL4>UAS-G-trace/SM5 and sorted for RFP/GFP. p-values were calculated using a 2-tailed t-test. The data are from two or more biological replicate experiments for each sample. (G) The potency of RNAi constructs was assessed in terms of lethality when constitutively expressed (without GAL80^ts^) from en-GAL4, using the X^2^ test. One parent in each cross was balanced over CyO so that expected ratio if RNAi had no effect was 1 Cy:1 Cy^+^. The data are from three independent egg collections for each RNAi line and suggest that these RNA lines had no effect.
(PDF) Click here for additional data file.

S4 Fig Over-expression and depletion of Myc. Wing discs from 5–6 day old feeding stage larvae were fixed and stained with an antibody against Myc. The discs were imaged and processed identically to allow for comparison of fluorescence signal. (A) A control without primary antibody shows no detectable signal. The outline of the disc from the DNA image is shown. (B) Myc is overexpressed from a UAS transgene in the posterior (P) compartment using the en-GAL4 driver, producing a stronger signal than in the control anterior (A) compartment. The genotype of the larvae was en-GAL4/UAS-Myc. (C-E) Three different RNAi constructs against Myc were expressed in the P compartment and produced different levels of protein depletion. BL36123 produced no discernable difference between A and P compartments. v2947 and BL25783 reduced the Myc signal in the posterior (P, arrows) compared to the anterior. The genotype of the larvae was en-GAL4/UAS-RNAi or en-GAL4/+; UAS-RNAi/+. See S4 Table for more information on transgenic stocks.
(PDF) Click here for additional data file.

S1 Table 821 significant genes from time series analysis using maSeqPro. Clusters, p-values, and counts per million (CPM) are provided.
(TXT) Click here for additional data file.

S2 Table Genes shown in heatmaps in Figs 3, 5 and 6 are listed in the order in which they appear from the top of the heatmap. (TXT) Click here for additional data file.

S3 Table Over-Representation Analysis (ORA) of the genes in Clusters 1 and 2. Only gene sets with an adjusted p<0.05 are shown. Cluster 1 is called ‘neg_high.up’ because genes in this cluster show higher basal expression in NEG cells over POS cells but increased in expression in the latter after irradiation. Cluster 2 is called ‘pos_high.down’ because genes in this cluster show higher basal expression in POS cells than in NEG cells but decreased in expression in the former after irradiation.
(TXT) Click here for additional data file.

S4 Table Genes tested for their role in IR-induced hinge-to-pouch conversion, along with the stock information and additional citations. (XLSX) Click here for additional data file.

S1 Data Raw data for Figs 4–6 are provided as a Prism file. (PZFX) Click here for additional data file.

S2 Data Raw data for S3 Fig are provided as a Prism file. (PZFX) Click here for additional data file.

## References

[1] MarjanovicND, WeinbergRA, ChafferCL. Cell plasticity and heterogeneity in cancer. Clin Chem. 2013;59(1):168–79. doi: 10.1373/clinchem.2012.184655 .23220226PMC6220421

[2] YeX, WeinbergRA. Epithelial-Mesenchymal Plasticity: A Central Regulator of Cancer Progression. Trends Cell Biol. 2015;25(11):675–86. doi: 10.1016/j.tcb.2015.07.012 ; PubMed Central PMCID: PMC4628843.26437589PMC4628843

[3] GomezKE, WuF, KeysarSB, MortonJJ, MillerB, ChimedTS, et al. Cancer Cell CD44 Mediates Macrophage/Monocyte-Driven Regulation of Head and Neck Cancer Stem Cells. Cancer Res. 2020;80(19):4185–98. Epub 2020/08/21. doi: 10.1158/0008-5472.CAN-20-1079 ; PubMed Central PMCID: PMC8146866.32816856PMC8146866

[4] KeysarSB, LePN, MillerB, JacksonBC, EaglesJR, NietoC, et al. Regulation of Head and Neck Squamous Cancer Stem Cells by PI3K and SOX2. J Natl Cancer Inst. 2017;109(1). Epub 2016/09/17. doi: 10.1093/jnci/djw189 ; PubMed Central PMCID: PMC5025278.27634934PMC5025278

[5] KeysarSB, JimenoA. More than markers: biological significance of cancer stem cell-defining molecules. Mol Cancer Ther. 2010;9(9):2450–7. Epub 2010/08/19. doi: 10.1158/1535-7163.MCT-10-0530 ; PubMed Central PMCID: PMC3618879.20716638PMC3618879

[6] LagadecC, VlashiE, Della DonnaL, DekmezianC, PajonkF. Radiation-induced reprogramming of breast cancer cells. Stem Cells. 2012;30(5):833–44. doi: 10.1002/stem.1058 ; PubMed Central PMCID: PMC3413333.22489015PMC3413333

[7] LeeSY, JeongEK, JuMK, JeonHM, KimMY, KimCH, et al. Induction of metastasis, cancer stem cell phenotype, and oncogenic metabolism in cancer cells by ionizing radiation. Mol Cancer. 2017;16(1):10. doi: 10.1186/s12943-016-0577-4 ; PubMed Central PMCID: PMC5282724.28137309PMC5282724

[8] PiscoAO, HuangS. Non-genetic cancer cell plasticity and therapy-induced stemness in tumour relapse: ’What does not kill me strengthens me’. Br J Cancer. 2015;112(11):1725–32. doi: 10.1038/bjc.2015.146 ; PubMed Central PMCID: PMC4647245.25965164PMC4647245

[9] VlashiE, ChenAM, BoyrieS, YuG, NguyenA, BrowerPA, et al. Radiation-Induced Dedifferentiation of Head and Neck Cancer Cells Into Cancer Stem Cells Depends on Human Papillomavirus Status. Int J Radiat Oncol Biol Phys. 2016;94(5):1198–206. doi: 10.1016/j.ijrobp.2016.01.005 ; PubMed Central PMCID: PMC4817367.27026319PMC4817367

[10] YuS, TongK, ZhaoY, BalasubramanianI, YapGS, FerrarisRP, et al. Paneth Cell Multipotency Induced by Notch Activation following Injury. Cell Stem Cell. 2018;23(1):46–59 e5. Epub 2018/06/12. doi: 10.1016/j.stem.2018.05.002 ; PubMed Central PMCID: PMC6035085.29887318PMC6035085

[11] WengPL, AureMH, MaruyamaT, OvittCE. Limited Regeneration of Adult Salivary Glands after Severe Injury Involves Cellular Plasticity. Cell Rep. 2018;24(6):1464–70 e3. Epub 2018/08/09. doi: 10.1016/j.celrep.2018.07.016 ; PubMed Central PMCID: PMC6350767.30089258PMC6350767

[12] VergheseS, SuTT. Ionizing radiation induces stem cell-like properties in a caspase-dependent manner in Drosophila. PLoS Genet. 2018;14(11):e1007659. Epub 2018/11/22. doi: 10.1371/journal.pgen.1007659 ; PubMed Central PMCID: PMC6248896.30462636PMC6248896

[13] VergheseS, SuTT. STAT, Wingless, and Nurf-38 determine the accuracy of regeneration after radiation damage in Drosophila. PLoS Genet. 2017;13(10):e1007055. Epub 2017/10/14. doi: 10.1371/journal.pgen.1007055 ; PubMed Central PMCID: PMC5656321.29028797PMC5656321

[14] VergheseS, SuTT. Drosophila Wnt and STAT Define Apoptosis-Resistant Epithelial Cells for Tissue Regeneration after Irradiation. PLoS Biol. 2016;14(9):e1002536. Epub 2016/09/02. doi: 10.1371/journal.pbio.1002536 ; PubMed Central PMCID: PMC5008734.27584613PMC5008734

[15] TamoriY, SuzukiE, DengWM. Epithelial Tumors Originate in Tumor Hotspots, a Tissue-Intrinsic Microenvironment. PLoS Biol. 2016;14(9):e1002537. Epub 2016/09/02. doi: 10.1371/journal.pbio.1002537 ; PubMed Central PMCID: PMC5008749.27584724PMC5008749

[16] HerreraSC, MartinR, MorataG. Tissue homeostasis in the wing disc of Drosophila melanogaster: immediate response to massive damage during development. PLoS Genet. 2013;9(4):e1003446. Epub 2013/05/02. doi: 10.1371/journal.pgen.1003446 ; PubMed Central PMCID: PMC3636033.23633961PMC3636033

[17] MyatMM, LouisD, MavrommatisA, CollinsL, MattisJ, LedruM, et al. Regulators of cell movement during development and regeneration in Drosophila. Open Biol. 2019;9(5):180245. Epub 2019/05/02. doi: 10.1098/rsob.180245 ; PubMed Central PMCID: PMC6544984.31039676PMC6544984

[18] ClarkHF, BrentrupD, SchneitzK, BieberA, GoodmanC, NollM. Dachsous encodes a member of the cadherin superfamily that controls imaginal disc morphogenesis in Drosophila. Genes Dev. 1995;9(12):1530–42. Epub 1995/06/15. doi: 10.1101/gad.9.12.1530 7601355

[19] EvansCJ, OlsonJM, NgoKT, KimE, LeeNE, KuoyE, et al. G-TRACE: rapid Gal4-based cell lineage analysis in Drosophila. Nat Methods. 2009;6(8):603–5. Epub 2009/07/28. doi: 10.1038/nmeth.1356 ; PubMed Central PMCID: PMC2754220.19633663PMC2754220

[20] ButlerMJ, JacobsenTL, CainDM, JarmanMG, HubankM, WhittleJR, et al. Discovery of genes with highly restricted expression patterns in the Drosophila wing disc using DNA oligonucleotide microarrays. Development. 2003;130(4):659–70. Epub 2002/12/31. doi: 10.1242/dev.00293 .12505997

[21] CallejaM, HerranzH, EstellaC, CasalJ, LawrenceP, SimpsonP, et al. Generation of medial and lateral dorsal body domains by the pannier gene of Drosophila. Development. 2000;127(18):3971–80. Epub 2000/08/23. .1095289510.1242/dev.127.18.3971

[22] CifuentesFJ, Garcia-BellidoA. Proximo-distal specification in the wing disc of Drosophila by the nubbin gene. Proc Natl Acad Sci U S A. 1997;94(21):11405–10. Epub 1997/10/23. doi: 10.1073/pnas.94.21.11405 PubMed Central PMCID: PMC23481. 9326622PMC23481

[23] CremazyF, BertaP, GirardF. Genome-wide analysis of Sox genes in Drosophila melanogaster. Mech Dev. 2001;109(2):371–5. Epub 2001/12/04. doi: 10.1016/s0925-4773(01)00529-9 .11731252

[24] EverettsNJ, WorleyMI, YasutomiR, YosefN, HariharanIK. Single-cell transcriptomics of the Drosophila wing disc reveals instructive epithelium-to-myoblast interactions. Elife. 2021;10. Epub 2021/03/23. doi: 10.7554/eLife.61276 ; PubMed Central PMCID: PMC8021398.33749594PMC8021398

[25] JacobsenTL, CainD, PaulL, JustinianoS, AlliA, MullinsJS, et al. Functional analysis of genes differentially expressed in the Drosophila wing disc: role of transcripts enriched in the wing region. Genetics. 2006;174(4):1973–82. Epub 2006/10/10. doi: 10.1534/genetics.106.056788 ; PubMed Central PMCID: PMC1698657.17028348PMC1698657

[26] JohnstoneK, WellsRE, StruttD, ZeidlerMP. Localised JAK/STAT pathway activation is required for Drosophila wing hinge development. PLoS One. 2013;8(5):e65076. Epub 2013/06/07. doi: 10.1371/journal.pone.0065076 ; PubMed Central PMCID: PMC3669132.23741461PMC3669132

[27] KarstenP, HaderS, ZeidlerMP. Cloning and expression of Drosophila SOCS36E and its potential regulation by the JAK/STAT pathway. Mech Dev. 2002;117(1–2):343–6. Epub 2002/09/03. doi: 10.1016/s0925-4773(02)00216-2 .12204282

[28] LaiEC, BodnerR, PosakonyJW. The enhancer of split complex of Drosophila includes four Notch-regulated members of the bearded gene family. Development. 2000;127(16):3441–55. Epub 2000/07/21. .1090317010.1242/dev.127.16.3441

[29] St PierreSE, GalindoMI, CousoJP, ThorS. Control of Drosophila imaginal disc development by rotund and roughened eye: differentially expressed transcripts of the same gene encoding functionally distinct zinc finger proteins. Development. 2002;129(5):1273–81. Epub 2002/03/05. .1187492210.1242/dev.129.5.1273

[30] Terriente FelixJ, MagarinosM, Diaz-BenjumeaFJ. Nab controls the activity of the zinc-finger transcription factors Squeeze and Rotund in Drosophila development. Development. 2007;134(10):1845–52. Epub 2007/04/13. doi: 10.1242/dev.003830 .17428824

[31] TerrienteJ, PereaD, SuzanneM, Diaz-BenjumeaFJ. The Drosophila gene zfh2 is required to establish proximal-distal domains in the wing disc. Dev Biol. 2008;320(1):102–12. Epub 2008/06/24. doi: 10.1016/j.ydbio.2008.04.028 .18571155

[32] BoukhatmiH, BrayS. A population of adult satellite-like cells in Drosophila is maintained through a switch in RNA-isoforms. Elife. 2018;7. Epub 2018/04/10. doi: 10.7554/eLife.35954 ; PubMed Central PMCID: PMC5919756.29629869PMC5919756

[33] SergushichevAA. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. 2016.

[34] DestefanisF, ManaraV, BellostaP. Myc as a Regulator of Ribosome Biogenesis and Cell Competition: A Link to Cancer. Int J Mol Sci. 2020;21(11). Epub 2020/06/11. doi: 10.3390/ijms21114037 ; PubMed Central PMCID: PMC7312820.32516899PMC7312820

[35] van RiggelenJ, YetilA, FelsherDW. MYC as a regulator of ribosome biogenesis and protein synthesis. Nat Rev Cancer. 2010;10(4):301–9. Epub 2010/03/25. doi: 10.1038/nrc2819 .20332779

[36] DaiMS, LuH. Crosstalk between c-Myc and ribosome in ribosomal biogenesis and cancer. J Cell Biochem. 2008;105(3):670–7. Epub 2008/09/06. doi: 10.1002/jcb.21895 ; PubMed Central PMCID: PMC2569974.18773413PMC2569974

[37] van BergeijkP, HeimillerJ, UyetakeL, SuTT. Genome-wide expression analysis identifies a modulator of ionizing radiation-induced p53-independent apoptosis in Drosophila melanogaster. PLoS One. 2012;7(5):e36539. Epub 2012/06/06. doi: 10.1371/journal.pone.0036539 ; PubMed Central PMCID: PMC3362589.22666323PMC3362589

[38] NuedaMJ, TarazonaS, ConesaA. Next maSigPro: updating maSigPro bioconductor package for RNA-seq time series. Bioinformatics. 2014;30(18):2598–602. Epub 2014/06/05. doi: 10.1093/bioinformatics/btu333 ; PubMed Central PMCID: PMC4155246.24894503PMC4155246

[39] CarreraI, JanodyF, LeedsN, DuveauF, TreismanJE. Pygopus activates Wingless target gene transcription through the mediator complex subunits Med12 and Med13. Proc Natl Acad Sci U S A. 2008;105(18):6644–9. Epub 2008/05/03. doi: 10.1073/pnas.0709749105 ; PubMed Central PMCID: PMC2373359.18451032PMC2373359

[40] LawrencePA, SansonB, VincentJP. Compartments, wingless and engrailed: patterning the ventral epidermis of Drosophila embryos. Development. 1996;122(12):4095–103. Epub 1996/12/01. 901252910.1242/dev.122.12.4095

[41] PereaD, TerrienteJ, Diaz-BenjumeaFJ. Temporal and spatial windows delimit activation of the outer ring of wingless in the Drosophila wing. Dev Biol. 2009;328(2):445–55. Epub 2009/02/17. doi: 10.1016/j.ydbio.2009.02.002 .19217893

[42] LarkinA, MarygoldSJ, AntonazzoG, AttrillH, Dos SantosG, GarapatiPV, et al. FlyBase: updates to the Drosophila melanogaster knowledge base. Nucleic Acids Res. 2021;49(D1):D899–D907. Epub 2020/11/22. doi: 10.1093/nar/gkaa1026 ; PubMed Central PMCID: PMC7779046.33219682PMC7779046

[43] JaklevicB, UyetakeL, LemstraW, ChangJ, LearyW, EdwardsA, et al. Contribution of growth and cell cycle checkpoints to radiation survival in Drosophila. Genetics. 2006;174(4):1963–72. Epub 2006/10/10. doi: 10.1534/genetics.106.064477 ; PubMed Central PMCID: PMC1698627.17028317PMC1698627

[44] StickelSA, GomesNP, FrederickB, RabenD, SuTT. Bouvardin is a Radiation Modulator with a Novel Mechanism of Action. Radiat Res. 2015;184(4):392–403. Epub 2015/09/29. doi: 10.1667/RR14068.1 ; PubMed Central PMCID: PMC4643058.26414509PMC4643058

[45] KeysarSB, GomesN, MillerB, JacksonBC, LePN, MortonJJ, et al. Inhibiting Translation Elongation with SVC112 Suppresses Cancer Stem Cells and Inhibits Growth in Head and Neck Squamous Carcinoma. Cancer Res. 2020;80(5):1183–98. Epub 2020/01/09. doi: 10.1158/0008-5472.CAN-19-3232 ; PubMed Central PMCID: PMC7056512.31911553PMC7056512

[46] GladstoneM, FrederickB, ZhengD, EdwardsA, YoonP, StickelS, et al. A translation inhibitor identified in a Drosophila screen enhances the effect of ionizing radiation and taxol in mammalian models of cancer. Dis Model Mech. 2012;5(3):342–50. Epub 2012/02/22. doi: 10.1242/dmm.008722 ; PubMed Central PMCID: PMC3339828.22344740PMC3339828

[47] GrewalSS, LiL, OrianA, EisenmanRN, EdgarBA. Myc-dependent regulation of ribosomal RNA synthesis during Drosophila development. Nat Cell Biol. 2005;7(3):295–302. Epub 2005/02/22. doi: 10.1038/ncb1223 .15723055

[48] ZhangQ, ShalabyNA, BuszczakM. Changes in rRNA transcription influence proliferation and cell fate within a stem cell lineage. Science. 2014;343(6168):298–301. Epub 2014/01/18. doi: 10.1126/science.1246384 ; PubMed Central PMCID: PMC4084784.24436420PMC4084784

[49] BakerNE. Emerging mechanisms of cell competition. Nat Rev Genet. 2020;21(11):683–97. Epub 2020/08/12. doi: 10.1038/s41576-020-0262-8 ; PubMed Central PMCID: PMC8205513.32778819PMC8205513

[50] VincentJP, KolahgarG, GagliardiM, PiddiniE. Steep differences in wingless signaling trigger Myc-independent competitive cell interactions. Dev Cell. 2011;21(2):366–74. Epub 2011/08/16. doi: 10.1016/j.devcel.2011.06.021 ; PubMed Central PMCID: PMC3209557.21839923PMC3209557

[51] LuX, de la PenaL, BarkerC, CamphausenK, TofilonPJ. Radiation-induced changes in gene expression involve recruitment of existing messenger RNAs to and away from polysomes. Cancer Res. 2006;66(2):1052–61. Epub 2006/01/21. doi: 10.1158/0008-5472.CAN-05-3459 .16424041

[52] KumaraswamyS, ChinnaiyanP, ShankavaramUT, LuX, CamphausenK, TofilonPJ. Radiation-induced gene translation profiles reveal tumor type and cancer-specific components. Cancer Res. 2008;68(10):3819–26. Epub 2008/05/17. doi: 10.1158/0008-5472.CAN-08-0016 ; PubMed Central PMCID: PMC2553206.18483266PMC2553206

[53] PrakashV, CarsonBB, FeenstraJM, DassRA, SekyrovaP, HoshinoA, et al. Ribosome biogenesis during cell cycle arrest fuels EMT in development and disease. Nat Commun. 2019;10(1):2110. Epub 2019/05/10. doi: 10.1038/s41467-019-10100-8 ; PubMed Central PMCID: PMC6506521.31068593PMC6506521

[54] Smith-BoltonRK, WorleyMI, KandaH, HariharanIK. Regenerative growth in Drosophila imaginal discs is regulated by Wingless and Myc. Dev Cell. 2009;16(6):797–809. Epub 2009/06/18. doi: 10.1016/j.devcel.2009.04.015 ; PubMed Central PMCID: PMC2705171.19531351PMC2705171

[55] Ayala-CamargoA, AndersonAM, AmoyelM, RodriguesAB, FlahertyMS, BachEA. JAK/STAT signaling is required for hinge growth and patterning in the Drosophila wing disc. Dev Biol. 2013;382(2):413–26. Epub 2013/08/28. doi: 10.1016/j.ydbio.2013.08.016 ; PubMed Central PMCID: PMC3795806.23978534PMC3795806

[56] GregorieffA, LiuY, InanlouMR, KhomchukY, WranaJL. Yap-dependent reprogramming of Lgr5(+) stem cells drives intestinal regeneration and cancer. Nature. 2015;526(7575):715–8. Epub 2015/10/28. doi: 10.1038/nature15382 .26503053

[57] WorleyMI, SetiawanL, HariharanIK. Regeneration and transdetermination in Drosophila imaginal discs. Annu Rev Genet. 2012;46:289–310. Epub 2012/09/01. doi: 10.1146/annurev-genet-110711-155637 .22934642

[58] KlebesA, SustarA, KechrisK, LiH, SchubigerG, KornbergTB. Regulation of cellular plasticity in Drosophila imaginal disc cells by the Polycomb group, trithorax group and lama genes. Development. 2005;132(16):3753–65. Epub 2005/08/04. doi: 10.1242/dev.01927 .16077094

[59] SchusterKJ, Smith-BoltonRK. Taranis Protects Regenerating Tissue from Fate Changes Induced by the Wound Response in Drosophila. Dev Cell. 2015;34(1):119–28. Epub 2015/06/23. doi: 10.1016/j.devcel.2015.04.017 .26096735

[60] TianY, Smith-BoltonRK. Regulation of growth and cell fate during tissue regeneration by the two SWI/SNF chromatin-remodeling complexes of Drosophila. Genetics. 2021;217(1):1–16. Epub 2021/03/09. doi: 10.1093/genetics/iyaa028 ; PubMed Central PMCID: PMC8045688.33683366PMC8045688

[61] SuTT. Cellular plasticity, caspases and autophagy; that which does not kill us, well, makes us different. Open Biol. 2018;8(11). Epub 2018/11/30. doi: 10.1098/rsob.180157 ; PubMed Central PMCID: PMC6282069.30487302PMC6282069

[62] LeeRC, FeinbaumRL, AmbrosV. The C. elegans heterochronic gene lin-4 encodes small RNAs with antisense complementarity to lin-14. Cell. 1993;75(5):843–54. Epub 1993/12/03. doi: 10.1016/0092-8674(93)90529-y 8252621

[63] ReinhartBJ, SlackFJ, BassonM, PasquinelliAE, BettingerJC, RougvieAE, et al. The 21-nucleotide let-7 RNA regulates developmental timing in Caenorhabditis elegans. Nature. 2000;403(6772):901–6. Epub 2000/03/08. doi: 10.1038/35002607 .10706289

[64] Rodriguez-UbrevaJ, CiudadL, van OevelenC, ParraM, GrafT, BallestarE. C/EBPa-mediated activation of microRNAs 34a and 223 inhibits Lef1 expression to achieve efficient reprogramming into macrophages. Mol Cell Biol. 2014;34(6):1145–57. Epub 2014/01/15. doi: 10.1128/MCB.01487-13 ; PubMed Central PMCID: PMC3958044.24421386PMC3958044

[65] DickSA, ChangNC, DumontNA, BellRA, PutinskiC, KawabeY, et al. Caspase 3 cleavage of Pax7 inhibits self-renewal of satellite cells. Proc Natl Acad Sci U S A. 2015;112(38):E5246–52. Epub 2015/09/16. doi: 10.1073/pnas.1512869112 ; PubMed Central PMCID: PMC4586827.26372956PMC4586827

[66] WangH, LoofS, BorgP, NaderGA, BlauHM, SimonA. Turning terminally differentiated skeletal muscle cells into regenerative progenitors. Nat Commun. 2015;6:7916. Epub 2015/08/06. doi: 10.1038/ncomms8916 ; PubMed Central PMCID: PMC4765497.26243583PMC4765497

[67] FujitaJ, CraneAM, SouzaMK, DejosezM, KybaM, FlavellRA, et al. Caspase activity mediates the differentiation of embryonic stem cells. Cell Stem Cell. 2008;2(6):595–601. Epub 2008/06/05. doi: 10.1016/j.stem.2008.04.001 ; PubMed Central PMCID: PMC2494585.18522852PMC2494585

[68] WeaverBP, ZabinskyR, WeaverYM, LeeES, XueD, HanM. CED-3 caspase acts with miRNAs to regulate non-apoptotic gene expression dynamics for robust development in C. elegans. Elife. 2014;3:e04265. Epub 2014/11/29. doi: 10.7554/eLife.04265 ; PubMed Central PMCID: PMC4279084.25432023PMC4279084

[69] KhanSJ, AbidiSN, TianY, SkinnerA, Smith-BoltonRK. A rapid, gentle and scalable method for dissociation and fluorescent sorting of imaginal disc cells for mRNA sequencing. Fly (Austin). 2016;10(2):73–80. Epub 2016/04/09. doi: 10.1080/19336934.2016.1173296 ; PubMed Central PMCID: PMC4934706.27057746PMC4934706

[70] BushnellB. BB Tools: BBMap 2021. Available from: https://sourceforge.net/projects/bbmap/.

[71] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. Epub 2012/10/30. doi: 10.1093/bioinformatics/bts635 ; PubMed Central PMCID: PMC3530905.23104886PMC3530905

[72] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43(7):e47. Epub 2015/01/22. doi: 10.1093/nar/gkv007 ; PubMed Central PMCID: PMC4402510.25605792PMC4402510

[73] WickhamH. ggplot2: Elegant Graphics for Data Analysis. New York: Springer-Verlag 2016.

[74] GuZ, EilsR, SchlesnerM. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics. 2016;32(18):2847–9. Epub 2016/05/22. doi: 10.1093/bioinformatics/btw313 .27207943

[75] DolgalevI. msigdbr: MSigDB Gene Sets for Multiple Organisms in a Tidy Data Format. 2020. R package version 7.2.1.: [Available from: https://CRAN.R-project.org/package=msigdbr.

[76] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–50. Epub 2005/10/04. doi: 10.1073/pnas.0506580102 ; PubMed Central PMCID: PMC1239896.16199517PMC1239896

[77] YuG, WangLG, HanY, HeQY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012;16(5):284–7. Epub 2012/03/30. doi: 10.1089/omi.2011.0118 ; PubMed Central PMCID: PMC3339379.22455463PMC3339379

[78] DietzlG, ChenD, SchnorrerF, SuKC, BarinovaY, FellnerM, et al. A genome-wide transgenic RNAi library for conditional gene inactivation in Drosophila. Nature. 2007;448(7150):151–6. Epub 2007/07/13. doi: 10.1038/nature05954 .17625558

How the deposited data were processed for this re-analysis (not part of the article)

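RNA was sequenced from POS (RFP+GFP+) and NEG (RFP-GFP-) cells sorted from wing discs without IR and at 24 and 48 h after 4000 R, with 2 libraries in each of 6 groups. Conditions were taken from the sample labels and the paper, which states that the -IR discs were collected 24 h after mock irradiation. The authors trimmed adapters and the leading 12 bases with BBDuk, dropped reads shorter than 50 bases, aligned and counted with STAR 2.6.0a against Ensembl's BDGP6.22 annotation (release 97), and deposited raw counts per gene, with no normalization, for each library. The values are whole numbers whose totals differ between libraries. The strand of counting is not stated in the paper or its supplement. One table of counts holds 17753 genes, named by symbol, and 1 further column that matches no sample; that column was not analysed here. The paper's ERCC spike-ins have 0 entries in the table, so spike-in scaling was not run.

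Total counts per library ranged from 4211088 to 19940040, with a median of 14939250. The smallest value taken as detectable was 3 counts, which is 0.150 CPM in the deepest library and 0.712 CPM in the shallowest. Folds against a group at or under 3 counts in both libraries are lower bounds. Gene symbols were matched to the BDGP6.54 annotation for identifiers, positions, exon overlaps and gene lengths, and 10578 of the tested genes had a length.

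The counts were fitted with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F tests) under R 4.3.3, as 6 group means over all 12 libraries. The filter kept 10617 genes. Contrasts were POS against NEG without IR, each irradiated group against its own -IR group, and the POS change minus the NEG change at each time point. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The direction of a gene was also read in every pair of single libraries of the groups compared, 4 pairs per contrast, or 16 sets of 4 libraries for a difference of changes. Gene sets were the hinge, notum and pouch genes of Fig 2A and the S2 Table lists for ribosome biogenesis and Myc targets. They were tested with fgsea 1.28.0 on genes ranked by log2 fold change (seed 1), which permutes genes, with adjustment over 5 sets for the -IR contrast and over 12 tests for the IR contrasts. The shift of a set is its median log2 fold change minus that of all tested genes. For its SD and for pairs and sets of single libraries, a score per library was used instead, which is the median of the set's genes, each relative to its mean over the libraries, minus that of all genes. The paper's full GO collections were not used here. maSigPro's regression was written out in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) and run on CPM scaled by library size for the 8940 genes with a mean above 1 CPM. Clusters 1 and 2 of S1 Table were compared with the S2 Table lists by one-sided Fisher's exact tests over 4 comparisons, and their median CPM was taken in each library. Figures were drawn with matplotlib 3.10.9.

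Genes named in the text follow a rule fixed in advance. It takes every gene the paper names for RNA-seq or shows in Figs 2A, 4A-4E, 5B-5E and 6G-6H, the genes of S4 Table where tested genes are discussed, ds, and in each contrast the 3 largest increases and 3 largest decreases among genes past the threshold with the same direction in every pair. Not every gene that fits the rule is reported. Genes outside the rule are marked as chosen after their values were seen.

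The steps were tested on simulated data of the same size. Of 200 genes given a 4-fold change, edgeR recovered 55.5%, and 3.5% of its calls were unchanged genes. limma voom and DESeq2 filtered the same simulated counts to 10248 genes, 193 of them changed, and recovered 53.4% of these with 4.6% unchanged among the calls, and 63.7% with 12.8%. A set moved by -0.3 was measured at -0.287 by its shift, and 7 of 100 random sets passed with fgsea. The maSigPro recipe recovered 89.0% of 200 changed genes, and 47.5% of the genes it selected were unchanged ones.

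The alternatives were limma voom 3.58.1, DESeq2 1.42.0, library sizes without TMM, no filter, a filter of 1 CPM in all 12 libraries, only the libraries of the groups compared, the replicate number as a block, a loess correction for gene length, the block with that correction, a fold-change minimum, each library left out in turn, other rankings and tests of sets (camera, fry, signed square root of F), and other settings of the time course. The replicate numbers come from the sample labels. The paper describes repeats of the whole experiment but does not say that libraries with the same number were made together, so the block is an alternative and not part of the reported fit. GC content was not tested, because no genome sequence was used here.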

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

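The tests of NEG cells mixed into the POS pools, of hemocyte and muscle precursor genes, of larval stage and of the -IR replicates were chosen only after the results they measure were seen. The genes in this part that the paper does not discuss were listed because their change exceeded the smallest that the depth can show, and groups of 2 libraries are too small to test for an outlying library within a group.

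SPARC and Act87E changed differently in POS and NEG at IR+48h, by the test of the difference itself. For SPARC the POS change exceeded the NEG change by 3.71 (log2, standard error 0.403, edgeR adjusted p = 0.00996; 1.37e-31 to 0.120 over 11 alternatives), in all 16 sets of 4 libraries. Its mean went from 10.7 CPM in POS -IR to 71.0 and 121 CPM after IR, and from 368 to 446 and 315 CPM in NEG. For Act87E the difference was 4.44 (standard error 0.509, edgeR adjusted p = 0.00996; 1.71e-11 to 0.254 over 10 alternatives), also in all 16 sets. It went from 0.576 to 4.19 and 7.51 CPM in POS and from 42.1 to 20.6 and 24.5 CPM in NEG. limma voom left both above the threshold, at 0.120 for SPARC and 0.254 for Act87E, and a fit to the compared libraries alone did so for Act87E (0.0620). The replicate block gave an edgeR adjusted p of 0.0107 for SPARC and 0.00960 for Act87E. Act87E belongs to the actin family, whose members share sequence, and how reads that fit several genes were counted is not stated; this was not tested. Both genes start low in POS and high in NEG, as the muscle precursor genes do. A candidate explanation is that more cells from outside the hinge were in the irradiated POS pools. For the 10 hemocyte genes, most of which are also higher in NEG, the median share of the NEG level gained in POS at IR+48h was -1.23%, which speaks only weakly against an admixture of all NEG cell types at that time, as set out for the muscle precursor genes below. It leaves open one of some cell types, since 2 of the 10 hemocyte genes, Col4a1 and vkg, chosen after their values were seen, passed the threshold for a rise in POS. At IR+24h the replicate block put Act87E past the threshold (difference 3.85, 0.0466), where the fit without it did not (0.0901).

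The ribosome biogenesis genes and the Myc targets rose more in POS than in NEG. For ribosome biogenesis the difference of the changes was 0.19 at IR+24h (fgsea permutation, adjusted p = 8.11e-04; 2.51e-25 to 0.474 over 16 alternatives) and 0.32 at IR+48h (1.51e-07; 7.17e-40 to 0.267 over 16 alternatives). For the Myc targets it was 0.20 at IR+24h (3.32e-04; 3.14e-17 to 0.267 over 15 alternatives) and 0.20 at IR+48h (0.00106; 8.65e-19 to 0.267 over 15 alternatives). The values above the threshold come from camera and fry and, for ribosome biogenesis at IR+24h, from the ribosomal protein genes alone. A deviating library, gene length and a shared lower start were tested as explanations for the ribosome biogenesis genes. Gene length was rejected, since 123% of the difference at IR+24h was kept after a length correction. One deviating -IR library was not rejected: taken as the median of gene-wise differences, the shift at IR+24h was -0.0794 in the 4 libraries numbered 1 and 0.53 in those numbered 2. A lower start shared with other genes was not rejected at IR+24h either. Among 1000 random draws of genes outside the set, matched on the -IR difference and on mean expression, 97% had a difference as large, with a median of 0.23 against the set's 0.19. At IR+48h 0% of the draws did, with a median of 0.23 against 0.32. The draws were matched on the measured -IR difference, which the tested difference also contains, so part of their closing is regression to the mean and this test leans toward a shared start. At IR+24h the pattern therefore cannot be told apart from a closing of the gap for genes that start lower in POS, from regression to the mean or from the deviation between the -IR replicates. At IR+48h the matched draws do not account for it, all 16 sets of 4 libraries gave a shift above 0, the lowest being 0.0567, and the difference was 0.33 after the length correction against 0.32 before. The difference is no larger at IR+48h for the 182 genes that are not ribosomal protein genes (0.29 at both time points). For the 79 ribosomal protein genes it went from 0.11 to 0.33, with a shift of 0.00 in POS and -0.35 in NEG at IR+48h, so the excess over the draws cannot be read as a rise in POS. A difference specific to ribosome biogenesis at IR+48h remains a hypothesis. The Myc targets were not tested in this way.

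Genes outside the paper's discussion are among those that differed most between POS and NEG without IR. Cpr35B was at least 11.8-fold higher in POS (edgeR adjusted p = 0.0106, alternatives 3.53e-06 to 0.183), with 80 and 75 counts in POS and 0 and 0 in NEG. VGAT was higher by 3.77 on the log2 scale (0.00443, alternatives 3.10e-16 to 0.104). CG5399 was at least 57.0-fold lower in POS (0.0285, alternatives 8.42e-13 to 0.156), CG34296 at least 42.3-fold (0.0411, alternatives 8.07e-09 to 0.0841) and lectin-28C at least 56.6-fold (0.0114, alternatives 9.12e-15 to 0.0731), each in all 4 pairs. Under the replicate block the edgeR adjusted p was 0.0176, 0.00683, 0.0392, 0.0392 and 0.0151 in this order. The NEG -IR replicates are far apart for CG5399 (13 and 295 counts) and CG34296 (3 and 241 counts), so these values rest mainly on replicate 2. lectin-28C shares 31.8% of its exon bases with TwdlE on the opposite strand. Hemocytes in the NEG pools are a possible explanation for genes higher in NEG. A list of 10 hemocyte genes, written before the test, had median log2 differences of POS from NEG of -3.49, -2.67 and -2.58 at the 3 time points, and the highest of these, -2.58, lies beyond the limit of -1 set for the test. Muscle precursors may contribute too: for a list of 6 myoblast genes the medians were -5.29, -2.81 and -1.84. Both lists fit such an origin, and neither test shows that the genes named here come from those cells. Regional identity of hinge and disc is the biological alternative, and it was not separated from them. For Cpr35B and VGAT no explanation was tested. VGAT lies next to Sox15 on the same strand. The POS means at the 3 time points were 36.5, 21.6 and 24.6 CPM for VGAT and 664, 385 and 450 CPM for Sox15. In NEG the means were 2.93, 0.764 and 1.72 CPM for VGAT and 53.8, 33.8 and 36.4 CPM for Sox15. Whether reads from Sox15 transcripts were counted for VGAT was not tested, so VGAT may not be a separate difference.

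The largest decreases after IR were shared by POS and NEG in part. Blimp-1 fell by 6.26 in POS at IR+24h (log2, edgeR adjusted p = 0.00292, alternatives 1.41e-27 to 0.0610) and fell by 4.70 in NEG (0.0173, alternatives 5.93e-17 to 0.234). ImpE2 fell by 5.07 in POS at IR+24h (0.00153, alternatives 1.50e-109 to 0.0181) and fell by 2.99 at IR+48h (0.0369, alternatives 8.65e-47 to 0.227). Spn43Aa fell by 4.49 at IR+24h (6.92e-04, alternatives 3.60e-68 to 0.00347) and fell by 3.45 at IR+48h (0.00678, alternatives 3.16e-45 to 0.0694) in POS. In NEG at IR+24h, CG11835 fell by 3.09 (0.0254, alternatives 7.90e-27 to 0.182) and ImpE3 fell by 3.03 (0.0193, alternatives 3.06e-15 to 0.0853). Each was lower in all 4 pairs. Adding the replicate block gave edgeR adjusted p-values of 0.00470 for Blimp-1 in POS and 0.0260 in NEG, 0.00219 and 0.0446 for ImpE2, 0.00118 and 0.00896 for Spn43Aa, 0.0381 for CG11835 and 0.0267 for ImpE3. Crossing the IR+24h numbers gave, at IR+24h, 0.00208 and 0.0140 for Blimp-1, 6.20e-04 for ImpE2, 2.65e-04 for Spn43Aa, 0.00602 for CG11835 and 0.0115 for ImpE3. The -IR replicates differ for these genes: Blimp-1 had 161 and 910 counts and ImpE2 10371 and 44965 counts in POS -IR, and CG11835 had 251 and 3949 counts in NEG -IR. Of the exon bases of Spn43Aa, 8.96% overlap CG12828 on the opposite strand. A difference in larval stage that also separates the -IR replicates could give such changes. It was tested across all genes by correlating the deviation of the -IR replicates of one cell population with the IR+24h change of the other, and the weaker of the 2 Spearman correlations was 0.00553, which goes against it. The test cannot exclude a stage difference that acts on few genes. A response to IR, such as a delay of development, remains a hypothesis.

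The largest increases after IR include genes with 0 counts in both -IR libraries of the group. In NEG, asRNA:CR46089 was at least 37.4-fold higher at IR+24h (edgeR adjusted p = 1.04e-04, alternatives 1.71e-24 to 0.0259) and at least 16.4-fold at IR+48h (7.55e-04, alternatives 4.02e-17 to 0.243). asRNA:CR45136 was at least 14.5-fold higher at IR+24h (0.00221, alternatives 7.94e-09 to 0.0587) and at least 8.09-fold at IR+48h (0.0239, alternatives 1.62e-06 to 0.615). Dscam3 rose by 6.75 (log2) in NEG at IR+48h (0.00743, alternatives 1.20e-67 to 0.392). CG31664 was at least 13.8-fold higher in POS (0.0165, alternatives 1.41e-05 to 0.0556) and at least 6.99-fold in NEG at IR+24h (0.0420, alternatives 1.70e-04 to 0.177). CG31740 was at least 12.2-fold higher in POS at IR+24h (0.00844, alternatives 5.42e-05 to 0.0569) and at least 5.30-fold at IR+48h (0.0418, alternatives 0.00257 to 0.231), and lncRNA:CR45006 at least 4.06-fold at IR+24h (0.0468, alternatives 0.0214 to 0.140). All were higher in all 4 pairs. Under the replicate block, lncRNA:CR45006 (0.0628), CG31740 at IR+48h (0.0584) and CG31664 in NEG (0.0648) were above the threshold, and the others passed. With the IR+24h numbers crossed, lncRNA:CR45006 stayed above it (0.0552) and CG31664 in NEG passed (0.0212). asRNA:CR46089 shares 16.0% of its exon bases with p53 and 29.5% with Ctns, both on the opposite strand. p53, chosen after its values were seen, rose at IR+24h by 1.76 in POS and 1.53 in NEG, and the strand of counting is not stated. Without IR, p53 had 28 and 143 counts in NEG where asRNA:CR46089 had 0 and 0, which goes against reads of p53 being counted for it. Whether reads of asRNA:CR46089 were counted for p53 was not tested. asRNA:CR45136 shares 61.2% of its exon bases with CG30015, which was also chosen after its values were seen and changed by -0.20 and -0.16. A different share of muscle precursors or hemocytes in the NEG pools was tested for the changes in NEG. The larger of the median changes of the 2 lists at IR+24h was -0.49, short of the limit of 1. This goes against a changed share of either group as a whole at IR+24h. IR+48h was not tested, and the medians there were 0.24 for the hemocyte and -0.14 for the myoblast genes. Single hemocyte genes, chosen after their values were seen, went both ways in NEG. Hml went from 47.1 to 108 and 200 CPM, and eater from 5.87 to 3.58 and 4.14 CPM. A changed share of some of these cells is not excluded. A response to IR shared by POS and NEG remains a hypothesis.

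Muscle precursor genes rose in POS after IR. The median change of the 6 myoblast genes was 1.60 at IR+24h, with 1 gene past the threshold, and 2.58 at IR+48h, with 3 past it. Their level in POS as a percent of that in NEG was 2.52 without IR, 13.9 at IR+24h and 26.2 at IR+48h. Among the largest increases in POS at IR+48h were Sox100B (5.28, edgeR adjusted p = 0.0195, alternatives 1.15e-18 to 0.164) and Adgf-A (at least 18.7-fold, 0.0463, alternatives 4.15e-11 to 0.212), each in all 4 pairs. The replicate block gave 0.0234 for Sox100B and 0.0584 for Adgf-A. Both are higher in NEG than in POS without IR, with 35 and 531 counts of Sox100B and 7 and 298 counts of Adgf-A in NEG -IR against 1 and 4, and 0 and 2, in POS -IR. One deviating irradiated library was rejected as the cause of the rise, since the lowest median rise over the 4 irradiated POS libraries was 1.67. That test takes the mean of both -IR libraries as its start, so it says nothing of a deviating -IR library. The scores of the list per library were -3.71 and -2.35 in POS -IR, -1.45 and -1.41 at IR+24h and -0.34 and -0.32 at IR+48h, so the rise is smaller when measured from replicate 2. NEG cells mixed into the irradiated POS pools were tested with the hemocyte genes, whose gain in POS at IR+48h was -1.23% of the NEG level against 20.0% for the myoblast genes; the shares differ by more than the factor of 2 that the test allows, which goes against an even mixture of all NEG cell types at IR+48h. The median is a weak measure of it, because 3 of the 10 genes can hardly show a mixture: without IR, srp averaged 9.93 CPM in POS and 9.10 in NEG, crq 14.4 and 22.0, and NimC2 0 and 0.872. Hml, which had 200 CPM in NEG at IR+48h, went from 0.731 to 1.40 CPM in POS. These 4 genes were chosen after their values were seen. Other values of the list point the other way. The median level of the hemocyte genes in POS went from 3.53% of that in NEG without IR to 7.57% at IR+48h, and 2 of the 10 passed the threshold. These 2, Col4a1 and vkg, chosen after their values were seen, went from 18.4 to 271 CPM and from 12.9 to 180 CPM in POS, with 852 and 549 CPM in NEG at IR+48h. A mixture of some NEG cell types is thus not excluded at IR+48h. The criterion was set for IR+48h only. At IR+24h the hemocyte genes stood at 13.7% of the NEG level in POS, next to 13.9% for the myoblast genes. That median includes srp and crq, and single genes lay on both sides of it. Hml stood at 1.89 CPM in POS and 108 in NEG, and Pxn at 0.773 and 36.2. Col4a1 stood at 165 and 1019 CPM, and vkg at 112 and 643. Pxn was also chosen after its values were seen. The 11 genes near absent from POS without IR reached a median of 4.75% of the NEG level. The low values argue against an even mixture of that size at IR+24h, while one of some cell types is not excluded. A mixture of muscle precursors alone, through sorting or through cells that attach to the hinge, was not tested, and neither were gene length and normalization for this list. No biological explanation was tested, and expression of these genes in hinge cells after IR remains a hypothesis.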

How the results depend on the processing

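Tests chosen only after the results were seen were limma voom on library sizes alone with genes of mean CPM above 1, the replicate block with the IR+24h numbers crossed, the Fisher background of genes with mean CPM above 1, and the time course on the genes of the edgeR fit or without single libraries. All other alternatives were set before the data were examined.

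Of 174 results, 133 concern a named gene in one contrast and 41 are summaries such as counts of genes, sets and clusters. Under the alternatives that keep all libraries of a contrast, the values of named genes kept their direction and side of the threshold in 1280 cases, lost the threshold in 94, gained it in 34 and changed direction in 28. Summaries kept theirs in 291 cases; 48 values moved, 26 lost the threshold, 5 gained it and 5 changed direction. The notum set kept its shift under all 14 alternatives, from -3.52 to -3.36 (adjusted p from 8.72e-08 to 0.00206). The ribosome biogenesis set was lower in POS without IR under all 16, from -0.54 to -0.45, and passed under all but camera. For Cluster 1, the overlap with the ribosome biogenesis genes and the Myc targets passed against each of 3 other backgrounds. Past the threshold under every alternative that gave a value were Sox15, zfh2, Him, E(spl)m6-BFM and Act57B between POS and NEG without IR, ImpE2 and Spn43Aa in POS at IR+24h, and asRNA:CR46089 in NEG at IR+24h.

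The counts of genes past the threshold depended on the setting. edgeR gave 284 between POS and NEG without IR, 566 in POS at IR+24h and 173 at IR+48h, 229 and 12 in NEG, and 0 and 2 for the difference of the changes. In this order, DESeq2 gave 686, 972, 519, 494, 143, 13 and 23, and no filter 751, 991, 625, 616, 292, 64 and 91. Fits to the compared libraries alone gave 20, 153, 3, 47 and 3, and 1 for the difference at IR+48h. The gene length correction gave 569 without IR and 7 for the difference at IR+48h, and with the replicate block added 554 and 7, and 1 for the difference at IR+24h. The replicate block alone gave 1 there. With the IR+24h numbers crossed, 283 genes passed in POS and 25 in NEG at IR+48h, and 11 for the difference at IR+48h. An absolute log2 fold change above 1 left 370 and 113 genes in POS. At IR+48h in NEG, limma voom gave 1 gene, the filter of 1 CPM in all libraries 3, and limma voom on library sizes 1; the latter gave 359 in POS at IR+48h. For the difference at IR+48h, limma voom gave 0 genes (334 with an unadjusted p under 0.05), limma voom on library sizes 0 (267) and the filter of 1 CPM 1. The cause of these changes was not tested. The direction of the genes also moved. Between POS and NEG without IR, 34.2% were higher with TMM and edgeR, against 53.5% with library sizes alone, 52.3% without a filter, 48.0% with the filter of 1 CPM, 20.0% with the compared libraries alone and 54.9% with limma voom on library sizes. In POS at IR+24h it was 77.7% against 66.3% with DESeq2 and 61.7% without a filter. At IR+48h in POS it was 78.0% against 64.4% with DESeq2, 68.2% with limma voom, 55.2% without a filter and 67.5% with the filter of 1 CPM, and all 3 genes with the compared libraries alone. In NEG at IR+24h it was 87.8% against 68.4% with DESeq2 and 61.7% without a filter, and in NEG at IR+48h 100% against 57.3% and 51.7%, and 84.0% with the IR+24h numbers crossed. Library sizes alone moved the median of all genes from 0.01 to 0.12 between POS and NEG without IR, and limma voom on library sizes to 0.11 there and in NEG at IR+48h.

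Among the sets, camera left those without IR above the threshold for the pouch (shift -0.94), ribosome biogenesis (-0.49) and Myc targets (-0.28), each with an adjusted p of 0.0607. No filter did so for the hinge (1.71) and the pouch (-0.91), with 0.0814 for each. In POS, camera gave 0.267 for ribosome biogenesis at IR+24h (0.32) and IR+48h (0.35) and for the Myc targets (0.22 and 0.33), and fry 0.0524 for ribosome biogenesis at IR+48h (0.35). For the difference of the changes, camera gave 0.318 for ribosome biogenesis (0.19) and 0.267 for the Myc targets (0.20) at IR+24h and 0.267 for both at IR+48h (0.32 and 0.20). fry gave 0.228 and 0.0765 at IR+24h and 0.140 and 0.0632 at IR+48h. For ribosome biogenesis in NEG at IR+24h (0.17), camera gave 0.633, fry 0.228, no filter 0.179 (0.16), the length correction 0.493 (0.14) and the block with it 0.559 (0.14). The ribosomal protein genes alone were at 0.0167 and 0.0039 in POS (adjusted p = 0.939 and 0.888), at 0.11 for the difference at IR+24h (0.474), and lower in NEG, at -0.14 (0.0431) and -0.35 (1.81e-06), where the whole list was higher. In NEG at IR+48h, ribosome biogenesis passed without the ribosomal protein genes (0.31, 2.04e-05), with genes ranked by the signed square root of F (0.13, 0.00129) and with the filter of 1 CPM (0.12, 7.52e-05), and the Myc targets did so with that ranking (0.11, 3.03e-04) and that filter (0.0843, 0.0383). The Myc targets in NEG at IR+24h turned negative with limma voom (-0.0152), the block with length correction (-0.0049) and limma voom on library sizes (-0.0284), each with an adjusted p of 1. Over all alternatives, the adjusted p of ribosome biogenesis ran from 4.74e-61 to 0.0607 without IR, from 1.06e-35 to 0.939 in POS at IR+24h, from 2.38e-08 to 0.633 in NEG at IR+24h and from 2.51e-25 to 0.474 for the difference at IR+24h. The ribosomal protein genes are 79 of the list, and the other 182 carry the rise. The cause of the other changes was not tested.

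Named genes changed direction where their change was small. Between POS and NEG without IR, magu turned to 0.0925 with limma voom on library sizes; Socs36E to 0.0004 with DESeq2, 0.0845 with library size only, 0.0214 with no filter, 0.0152 with the filter of 1 CPM and 0.0743 with limma voom on library sizes; RpII140 to 0.0226 with library size only and 0.0335 with limma voom on library sizes; and Mnt to 0.0528 with library size only, 0.0164 with no filter, 0.0035 with the filter of 1 CPM and 0.0737 with limma voom on library sizes. That last setting gave, in NEG, 0.0222 for zfh2 at IR+48h and 0.0068 and 0.0151 for wg at IR+24h and IR+48h. For the difference of the changes, the length correction gave 0.0349 for Sox15 and 0.0527 for Mnt at IR+48h, and 0.0217 and 0.0568 with the block. wg at IR+24h turned to -0.19 with limma voom, -0.0037 with DESeq2, -0.0023 with library size only, -0.0294 with no filter, -0.0026 with the filter of 1 CPM, -0.0013 with the IR+24h numbers crossed and -0.25 with limma voom on library sizes, and at IR+48h to -0.11 with limma voom and -0.19 on library sizes. None of these had an adjusted p under 0.868. The cause was not tested.

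The 821 time course genes became 220 with degree 1 in time, 1314 and 1670 with an R squared of at least 0.70 and 0.60, and 417 when a POS by time term was required. An edgeR F test of the interaction gave 2 and one of any POS-NEG difference 291. The TMM-normalized CPM gave 802. It moved the median of Cluster 2 by more than the spread between replicates in NEG -IR (53.7 CPM), NEG IR+24h (44.5), POS IR+24h (57.3) and POS IR+48h (60.6), all with POS still above NEG. The cause was not tested.

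Leaving out a library leaves a group with 1, so contrasts with that group give a value and no test. Across the fits that each left out one library, the genes past the threshold ran from 167 to 210 without IR, from 78 to 376 in POS at IR+48h and from 0 to 1 for the difference at IR+24h, and the time course genes from 783 to 1297. Without IR the shifts ran from 1.18 to 2.13 for the hinge, -4.33 to -2.66 for the notum, -1.24 to -0.50 for the pouch and -0.41 to -0.22 for the Myc targets. For the Myc targets they ran from 0.10 to 0.30 and 0.23 to 0.37 in POS, -0.0849 to 0.0531 and 0.0059 to 0.12 in NEG at IR+24h and IR+48h, and 0.13 to 0.32 for the difference at IR+48h. For ribosome biogenesis they ran from 0.15 to 0.46 in POS at IR+48h, and from 0.0136 to 0.18 and 0.0019 to 0.13 in NEG. The difference for wg at IR+24h ran from -0.42 to 0.34. Other values of named genes were the same in 1489 cases; 87 lost the threshold, 14 moved, 4 gained it and 2 changed direction.

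Spike-in normalization was planned and not run, because the table has 0 ERCC entries. The filter of 1 CPM in all 12 libraries removes low genes and gives no value for them. Depth limits the results that use NEG -IR replicate 1, whose 4211088 counts give a floor of 0.712 CPM: for genes near absent there, the folds are lower bounds, and a change of a low gene in NEG was less detectable than in POS.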

Differences from the paper's values

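The tests in this part that were chosen only after the result was seen are limma voom on library sizes alone with genes of mean CPM above 1 and the block with the IR+24h numbers crossed.

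For RpII140 in NEG at IR+24h the log2 change was 0.13 against the paper's 0.2. Of the alternatives set before the data were examined, library size only gave 0.17, which differs from the paper's value by less than the spread between replicates, and the others did not come within it, apart from 7 of the 12 fits that each left out one library. limma voom on library sizes with genes of mean CPM above 1, chosen after seeing the values, gave 0.18. For Mnt the paper gives a decrease of nearly 2-fold after IR in POS and NEG and names no time point. At IR+24h it decreased 1.58-fold in POS and 1.37-fold in NEG, within a factor of 1.5 of the paper's value, and at IR+48h 1.29-fold and 1.28-fold, outside it. At IR+48h, apart from 1 of the 12 fits that left out one library for each, none of the alternatives set before the data were examined closed the gap.

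The adjusted p of the notum set without IR was 2.12e-06 with fgsea, where the paper shows about 0.00037 in Fig 2B, read by eye. Of the alternatives set before the data were examined, fry (2.55e-04) came within a factor of 1.5 and the others did not. That of the pouch set was 0.0302, where the paper shows about 0.16 in Fig 2B, read by eye, and that of the Myc targets was 3.39e-05, where the paper shows about 0.00083 in Fig 2B, read by eye. None of the alternatives set before the data were examined closed either gap. The p-values here were adjusted over 5 sets, while the paper tested the Hallmark and GO collections. The adjusted p-values of all 3 sets can differ for that reason too, which was not tested. The enrichment score of the Myc targets in NEG at IR+24h was 0.155, where the paper shows about 0.23 in Fig 6A, read by eye. Of the alternatives set before the data were examined, 3 came closer than the spread allowed for the comparison, namely genes ranked by the signed square root of F (0.218), the targets without ribosome biogenesis genes (0.170) and library size only (0.201), and the others did not. limma voom on library sizes, chosen after seeing the values, gave 0.172.

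The paper describes the pouch set as significant. With fgsea it passed here (0.0302), and it did not with camera (0.0607) or without a filter (0.0814). tup, which the paper counts among the notum genes lower in POS, had a log2 fold change of -2.14 and did not pass the threshold (edgeR adjusted p = 0.0585), in all 4 pairs lower. It passed with DESeq2 (0.00282), no filter (6.35e-06), the length correction (0.0297) and the block with it (0.0418), and with the IR+24h numbers crossed (0.0417), an alternative chosen after seeing the values. Fig 2A lists magu and Socs36E among the hinge genes and CG17278 among the pouch genes. Their log2 fold changes were -0.17, -0.02 and 0.39. Socs36E was positive with DESeq2 (0.0004), library size only (0.0845), no filter (0.0214) and the filter of 1 CPM (0.0152), and with limma voom on library sizes (0.0743), which was chosen after seeing the values and under which magu was positive (0.0925). For CG17278 no alternative gave a value below 0.

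According to the paper, the genes of Fig 4A-4E are expressed more highly in the hinge and decreased after IR. wg did not pass between POS and NEG without IR (log2 fold change 0.97, edgeR adjusted p = 0.106); it passed with DESeq2 (0.0328), no filter (0.00302) and limma voom on library sizes (0.0378), the last chosen after seeing the values. kto did not pass (0.26, 0.365) under any alternative (0.156 to 0.998). None of the 5 genes passed for a decrease in POS at IR+24h. Sox15 did so with limma voom (0.0397), no filter (0.00148) and limma voom on library sizes (0.0370), which was chosen after seeing the values, and zfh2 with no filter (0.00936). In NEG at IR+24h, Sox15 passed with no filter (0.0495). The paper describes a decrease of Mnt in POS and NEG. In POS at IR+24h it passed (edgeR adjusted p = 0.0410), and in the other groups it did not, with log2 changes of -0.37 in POS at IR+48h and -0.46 and -0.35 in NEG.

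In the paper's account, RpI135 and Tsr1 rise more in POS than in NEG. The differences at IR+24h were 0.71 for RpI135 and 0.82 for Tsr1, each with an edgeR adjusted p of 1. RpI135 is not on the S2 Table list of ribosome biogenesis genes.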

Other observations

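The tests of NEG cells mixed into the POS pools and of the -IR replicates were chosen only after the results they measure were seen.

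Changes after IR were counted in each population against its -IR libraries, which come from 24 h after mock irradiation. Those at IR+48h can therefore include further development. In POS at IR+24h, 566 genes passed the edgeR threshold, 440 higher and 126 lower, and at IR+48h 173 passed, 38 of them lower. In NEG 229 passed at IR+24h, 201 higher and 28 lower, and 12 at IR+48h, all higher. Each had the same direction in every pair of libraries. With the replicate block the counts were 547, 148, 227 and 12, of which 11 were higher, and with the IR+24h numbers crossed 741, 283, 315 and 25. The genes past the threshold in POS at both time points were 146, and 193 passed in POS and NEG at IR+24h, all in the same direction. Of the 73 genes that differed between POS and NEG without IR and changed in POS at IR+24h, 64 changed toward the NEG level, and of 59 at IR+48h, 56 did. Both contrasts contain the same POS -IR libraries with opposite sign, which by itself favors changes toward NEG. The number to be reached without a true shift was not measured, so these counts are no test of one. Between the irradiated POS and NEG groups, 54 genes passed at IR+24h and 35 at IR+48h. The hinge set was then shifted by 1.12 and 0.88, the notum set by -2.81 and -1.89 and the pouch set by -0.62 and -0.56. Cluster 2 shared 0 genes with the ribosome biogenesis list, where 4.74 are expected by chance, and 1 with the Myc targets, where 2.98 are expected (one-sided Fisher's exact test, adjusted p = 1 for both).

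The difference between POS and NEG was smaller after IR for 260 of the 284 genes past the threshold without IR at IR+24h, and for 266 at IR+48h. At IR+24h, selection on the -IR libraries, which makes a gap look smaller in other libraries, cannot be told apart from a true closing. Genes chosen on the libraries numbered 1 had a slope of 0.570 between the gaps at IR+24h and without IR in the libraries numbered 2. Genes chosen the other way had a slope of 0.989, where 1 means no closing. At IR+48h the slopes were 0.659 and 0.705. Both are under 1, which leans against selection alone at that time. They lie between the IR+24h slopes, however, so selection is not ruled out there either. NEG cells mixed into the irradiated POS pools were rejected as the main source of the closing at IR+24h, which does not exclude a small mixture. The 11 genes near absent from POS without IR reached a median of 4.75% of the NEG level in POS at IR+24h, while the gap in median CPM closed by 73.1% in Cluster 1 and 61.7% in Cluster 2. At IR+48h, for which the criterion was not set, they reached 27.0% against 35.8% and 63.0%. Other values at IR+48h argue against an even mixture of that size. The hemocyte genes stood at 7.57% of the NEG level in POS, tup at 4.22 against 38.1 CPM and pnr at 2.48 against 17.1 CPM. Col4a1 (271 against 852 CPM) and vkg (180 against 549 CPM) went the other way. These genes were picked after their values were seen. A mixture of some NEG cell types is thus not excluded for Cluster 1 at that time. A change in NEG was rejected as the main source, since 24.8% of the closing at IR+24h came from NEG in the median. That POS cells take on pouch gene expression did not meet its criterion, which asked for 7 of 9 genes higher at both time points. The median change of the pouch genes in POS was -0.13 at IR+24h, with 2 of 9 higher, and 0.06 at IR+48h, with 5 of 9 higher, so a small rise by IR+48h is not excluded. A loss of hinge gene expression did not meet its criterion either, with medians of -0.59 at IR+24h and -0.26 at IR+48h in POS and 5 of 8 genes lower at each where 6 were required. Of the 8, CG5758 passed for a decrease at both time points (log2 changes -3.02 and -2.80, edgeR adjusted p = 0.00274 and 0.0172) and Socs36E for an increase at IR+24h (0.92, 0.0451). In NEG, CG5758 changed by -2.51 at IR+24h (edgeR adjusted p = 0.0137) and by -1.77 at IR+48h (0.204). The POS change minus the NEG change was -0.51 and -1.03, with an unadjusted p of 0.414 and 0.111 in edgeR. Its decrease was therefore not shown to be specific to POS. POS cells were sorted as RFP+, and the paper left out the RFP-GFP+ cells, which it takes to have lost hinge identity. The gate thus works against seeing a gain of pouch or a loss of hinge expression, so neither criterion can exclude such a change. A partial shift of POS toward NEG may thus be part of the pattern, and regression to the mean remains a candidate explanation for it.

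The number of time course genes was compared with other splits of the 12 libraries into groups of 6 that part each same-numbered pair. Of 32 splits, 3 gave at least 821 genes, the real one included, a share above 0.05. The 3 other splits that keep POS and NEG apart at each time point gave 785 to 909 genes, and the 28 that mix them gave 130 to 439, with a median of 231.5. The number thus follows the separation of POS and NEG at each time point, and says little about a shared course over time.

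The lower expression of ribosome biogenesis genes in POS without IR was weighed against technical explanations. Gene length was rejected, since 106% of the shift was kept after the length correction, and so was one deviating library, since the pairs of single libraries, taken as the median of gene-wise differences, ran from -0.68 to -0.30. With library sizes in place of TMM, 97.9% was kept; a factor per library moves the set and all genes alike, so this test could not come out otherwise. Since the shift is measured against all genes, a lower level of the set cannot be told apart from a higher level of the other genes under either scaling. GC content was not tested. A lower rate of ribosome biogenesis in hinge cells remains a hypothesis.

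The -IR libraries numbered 1 deviate from those numbered 2 in the same way in POS and NEG, with a correlation of 0.471 over 10617 genes. Depth was rejected as the cause, since the correlation was 0.638 among the fifth of genes with the highest expression. For a difference in larval age, the Spearman correlations with the change from IR+24h to IR+48h were -0.0606 in POS and -0.155 in NEG, short of the limit set for the test. This does not exclude an age difference that acts on few genes: in replicates 1 and 2 ImpE2 had 847 and 2789 CPM in POS and 1002 and 1882 CPM in NEG, Blimp-1 13.1 and 56.5 CPM and 8.95 and 23.5 CPM, and Hr4, chosen after its values were seen, 89.6 and 281 CPM and 67.3 and 137 CPM. Gene length stayed short of its limit too, with correlations of -0.250 in POS and -0.0302 in NEG, and so did a difference in the share of male larvae, where the log2 differences of roX1 and roX2 were -0.31 and -0.34 in POS and -0.27 and -0.42 in NEG. Each of these agrees in sign between POS and NEG, so small contributions are not excluded. What sets the replicates apart remains open. If libraries with the same number were made together at all time points, the replicate block is the more fitting model. If only POS and NEG of the same time point were, it is not, because its term is shared by all time points. A block for each time point and replicate was not run. Under the replicate block 258 genes differed between POS and NEG without IR, where the fit without it gave 284. Same-numbered -IR and IR+24h libraries deviate in opposite ways, however, with correlations of -0.216 in POS and -0.135 in NEG. With the IR+24h numbers crossed in the block, 415 genes passed, 161 higher and 254 lower in POS. The block thus moved the count down or up, depending on how the numbers were matched. The crossing was chosen from the deviations themselves, which favors a smaller residual spread, so its higher count is no added evidence.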
